# Auxin-Inducible Degron System Reveals Temporal-Spatial Roles of HSF-1 and Its Transcriptional Program in Lifespan Assurance

**DOI:** 10.3389/fragi.2022.899744

**Published:** 2022-07-11

**Authors:** Allison C. Morphis, Stacey L. Edwards, Purevsuren Erdenebat, Lalit Kumar, Jian Li

**Keywords:** aging, proteostasis, heat shock factor, auxin-inducible degron, temporal-spatial function, core chaperome, lifespan

## Abstract

HSF-1 is a key regulator of cellular proteotoxic stress response and is required for animal lifespan. In *C. elegans*, HSF-1 mediated heat shock response (HSR) declines sharply on the first day of adulthood, and HSF-1 was proposed to function primarily during larval stages for lifespan assurance based on studies using RNAi. The tissue requirement for HSF-1 in lifespan, however, is not well understood. Using the auxin-inducible degron (AID) system, we manage to uncouple the roles of HSF-1 in development and longevity. In wild-type animals, we find HSF-1 is required during the whole self-reproductive period for lifespan. This period is extended in long-lived animals that have arrested germline stem cells (GSC) or reduced insulin/IGF-1 signaling (IIS). While depletion of HSF-1 from any major somatic tissues during development results in severe defects, HSF-1 primarily functions in the intestine and likely neural system of adults to support lifespan. Finally, by combining AID and genome-wide transcriptional analyses, we find HSF-1 directly activates the transcription of constitutively-expressed chaperone and co-chaperone genes among others in early adulthood, which underlies its roles in longevity assurance.

## Introduction

HSF1 is best known as a key transcriptional activator of cellular heat shock response (HSR). Upon proteotoxic stress such as heat shock, HSF1 induces the expression of genes encoding molecular chaperones, detoxification enzymes, and protein degradation machinery to cope with stress-associated protein damage and misfolding (Vihervaara and Sistonen, 2014; Gomez-Pastor et al., 2018). It is well established that in *Drosophila* and mammalian cells, HSF1 activates the HSR by releasing paused RNA Polymerase II (Pol II) at promoter-proximal regions into productive elongation (Duarte et al., 2016; Mahat et al., 2016). Accumulating evidence suggests that HSF1 also has important roles in animal development, reproduction, and lifespan in both vertebrates and invertebrates (Li et al., 2017). These physiological functions of HSF1 are at least in part through promoting proteostasis, but HSF1’s transcriptional programs in these conditions are not identical to the HSR (Li et al., 2016).

Proteostasis decline is a primary hallmark of aging as accumulated protein misfolding and aggregation are observed in aged animals and underlie age-related diseases such as neurodegenerative disorders (Balch et al., 2008; López-Otín et al., 2013). Consistent with its role in maintaining proteostasis, HSF1 is a prominent lifespan and healthspan promoting factor in *C. elegans*, *Drosophila,* and mammals (Hsu et al., 2003; Morley and Morimoto, 2004; Pierce et al., 2010; Pierce et al., 2013; Merkling et al., 2015). Conversely, reduced HSF1 activities are observed in mouse models of Huntington’s and Parkinson’s diseases (Kim et al., 2016; Gomez-Pastor et al., 2017).

HSF-1, the *C. elegans* orthologue of HSF1, has well-established roles in lifespan assurance. RNAi-mediated knock-down or reduction-of-function mutant of HSF-1 significantly reduces lifespan and causes early onset of protein aggregation and physical declines (Hsu et al., 2003; Morley and Morimoto, 2004). On the contrary, over-expression of HSF-1 promotes longevity (Morley and Morimoto, 2004; Baird et al., 2014). In addition, longevity-promoting pathways including arrested germline stem cells (GSC) and reduced insulin/IGF-1 signaling (IIS) suppress proteotoxicity and extend lifespan in an HSF-1 dependent manner (Hansen et al., 2005; Cohen et al., 2006; Volovik et al., 2012; Shemesh et al., 2013). The contributions of HSF-1 in longevity have been attributed to its activities in stress response, as GSC arrest and low IIS enhance the HSR (Labbadia and Morimoto, 2015). However, HSF-1 is suggested to promote longevity beyond activating the HSR since over-expression of a C-terminally truncated HSF-1 that fails to robustly induce the HSR still extends *C. elegans* lifespan (Baird et al., 2014). However, the transcriptional program of endogenous HSF-1 and how HSF-1 regulates gene expression in the absence of external stress in adult somatic tissues are poorly understood.

To obtain deeper understanding of HSF-1’s functions in longevity, it is also important to precisely determine the temporal-spatial requirement for HSF-1 in lifespan. Previous work using RNAi shows that HSF1 activity is primarily required during larval stages for longevity (Volovik et al., 2012). This temporal profile is consistent with the traditional view that HSF-1 functions through the HSR since the HSR is under programmed repression at the onset of reproductive maturity on Day 1 of adulthood (Labbadia and Morimoto, 2015). However, as HSF-1 is essential for *C. elegans* larval development, it is difficult to uncouple the lifespan shortening effects with developmental defects. On the other hand, several studies have shown that over-expression of HSF-1 in specific somatic tissues such as neural cells is sufficient to extend lifespan (Morley and Morimoto, 2004; Douglas et al., 2015). However, the tissue-specific contributions of endogenous HSF-1 in longevity are not well characterized.

To better understand the temporal-spatial requirement for HSF-1 in lifespan assurance, in this study, we applied an auxin-inducible degron (AID) system to enable rapid depletion of HSF-1 post-larval development in a tissue-specific manner. We also combined HSF-1 depletion by AID with RNA-seq and ChIP-seq analyses to determine the transcriptional program of HSF-1 that underlies its roles in longevity.

## Results

### HSF-1 Predominantly Functions in Early Adulthood to Support Normal Lifespan

HSF-1 is required for larval development as the null mutant exhibits larval arrest and lethality (Li et al., 2016; Morton and Lamitina, 2013). To examine HSF-1’s contribution to lifespan and uncouple it from its impacts on development, we took advantage of the AID system to deplete HSF-1 from the somatic tissues post-larval development. Our recent work has shown that expression of the TIR1 E3 ligase and degron tagging at the endogenous HSF-1 do not alter larval development while enabling efficient depletion of HSF-1 within 2 h of auxin treatment in adult animals (Edwards et al., 2021). Depletion of HSF-1 from Day 1 in young adults shortened the median lifespan by more than one third (Figure 1A and Table 1). Time-course analyses revealed that HSF-1 functions throughout the self-reproductive period in hermaphrodites to support lifespan (Table 1). On Day 5 of adulthood, when >98% of progenies were already produced (Supplementary Figure S1A), depletion of HSF-1 still resulted in a small yet significant lifespan shortening. It has been reported that auxin treatment itself extends lifespan in a concentration-dependent manner (Loose and Ghazi, 2021), and in one of our lifespan trials, we observed a modest lifespan extension when applying the standard 1 mM auxin to the control strain that expresses TIR1 but has no degron insertion at HSF-1 (Table 1, Trial #2). We, therefore, repeated the lifespan analyses using 0.5 mM auxin (Figure 1B). This experiment confirmed the results as using 1 mM auxin while it had much smaller effects on the control strain (Table 1, Trial #2). It is known that signals from the reproductive system could impact *C. elegans* lifespan (Hsin and Kenyon, 1999). Though depletion of HSF-1 from the adult germline dramatically reduced fecundity, depletion of HSF-1 from the soma had a modest impact on the brood size (Supplementary Figure S1B). Thus, our results suggest that HSF-1 functions directly through somatic maintenance to support lifespan. Collectively, our data determined the temporal requirement for HSF-1 in a normal lifespan, which overlaps with the self-reproductive period in early adulthood.

**FIGURE 1:**
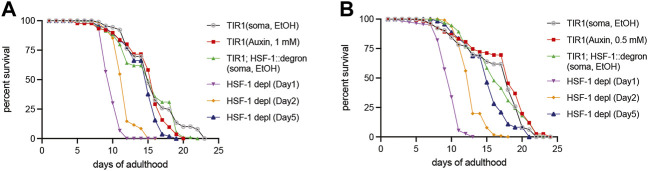
Temporal requirement for HSF-1 in lifespan. Lifespan analysis at 20°C upon pan-somatic depletion of HSF-1 by AID using 1 mM of auxin **(A)** or 0.5 mM of auxin **(B)**. The control strain, CA1200 (*eft-3p:tir1*) was mock treated with ethanol (EtOH) or treated with auxin from Day 1 of adulthood. The HSF-1 AID model, JTL611 (*eft-3p:tir1; hsf-1:degron*) were mock treated with ethanol (EtOH) from Day 1 of adulthood or transferred from EtOH to auxin plates at indicated time to initiate HSF-1 depletion.

**TABLE 1:** The lifespan data and statistical test upon pan-somatic HSF-1 depletion in the wild-type background, related to Figure 1.

Trial	Strain, treatment	Median Lifespan (Days of adulthood)	S.E.	Observed/Total	% Lifespan change	*p*-value (Log rank)
#1, 20°C	CA1200 (eft-3p::tir1), control	15.69	0.38	89/101		
	CA1200 (eft-3p::tir1), 1mM auxin	14.92	0.35	83/99	−4.91	0.098
#2, 20°C	CA1200 (eft-3p::tir1), control	15.71	0.41	117/130		
	CA1200 (eft-3p::tir1), 1mM auxin	17.74	0.47	110/130	12.92	0.0004
	CA1200 (eft-3p::tir1), control	16.25	0.43	98/130		
	CA1200 (eft-3p::tir1), 0.5mM auxin	17.02	0.42	117/130	4.74	0.0453
#1, 20°C	JTL611 (eft-3p::tir1; hsf-1::degron), control	14.94	0.37	95/108		
	JTL611, 1mM auxin (Day 1)	9.87	0.11	90/120	−33.94	<1e-8
	JTL611, 1mM auxin (Day 2)	11.65	0.15	95/120	−22.02	<1e-8
	JTL611, 1mM auxin (Day 3)	12.84	0.17	102/120	−14.06	<1e-8
	JTL611, 1mM auxin (Day 4)	13.43	0.2	119/120	−10.11	4.4e-8
	JTL611, 1mM auxin (Day 5)	14.3	0.25	109/120	−4.28	0.0005
#2, 20°C	JTL611 (eft-3p::tir1; hsf-1::degron), control	16.39	0.39	94/100		
	JTL611, 0.5mM auxin (Day 1)	9.65	0.16	110/120	−41.12	<1e-8
	JTL611, 0.5mM auxin (Day 2)	12.77	0.16	116/120	−22.09	<1e-8
	JTL611, 0.5mM auxin (Day 3)	13.46	0.2	113/120	−17.88	<1e-8
	JTL611, 0.5mM auxin (Day 4)	14.56	0.22	117/120	−11.17	2.4e-7
	JTL611, 0.5mM auxin (Day 5)	15.05	0.29	112/120	−8.18	0.0006

### Long-Lived glp-1 and daf-2 Mutants Extend the Functional Period of HSF-1 in Lifespan Assurance

HSF-1 is required for lifespan extension in multiple longevity pathways including those mediated by arrested germline stem cells (GSC) and reduced insulin/IGF-1 signaling (IIS). To understand the roles of HSF-1 in longevity pathways post-larval development, we performed lifespan analyses with HSF-1 depleted at different time points of adulthood in the long-lived *glp-1(e2141)* <arrested GSC> and *daf-2(e1370) <*reduced IIS > mutants. As a control for *glp-1(e2141),* we included another temperature-sensitive mutant *fem-3(q20)* that is sterile as *glp-1(e2141)* at the restricted temperature of 25°C *<* only producing sperm but not oocytes > but has a normal lifespan in the analyses. Similar to wild-type, HSF-1 is required in early adulthood (to at least Day 4 at 25°C) for the lifespan of *fem-3(q20),* and pan-somatic depletion of HSF-1 since Day 1 of adulthood shortened lifespan by about one third (Figure 2A; Table 2). HSF-1 makes a bigger contribution to the *glp-1(e2141)* lifespan, and its functional period is extended in *glp-1(e2141)* (Figure 2B; Table 2 Trial #1). These effects are more obvious when the median lifespan was further increased as animals were fed with antibiotic-treated bacteria (Figure 2C; Table 2 Trial #2 and #3). The additional lifespan extension was likely due to reduced bacterial infection since *glp-1(e2141)* delays later deaths with an atrophied pharynx but not earlier deaths from pharyngeal pathology by a bacterial infection (Zhao et al., 2017). In this growth condition, HSF-1 supported lifespan till at least Day 8, and depletion of HSF-1 in Day 1 adults resulted in >60% of lifespan reduction. It is noteworthy that depletion of HSF-1 was still effective in both the *fem-3 (q20)* and *glp-1(e2141)* animals on Day 4 (Supplementary Figures S2A, B), therefore, the relatively modest lifespan shortening effects in *fem-3(q20)* are not simply an artifact of defective AID during aging but rather suggest that HSF-1 is less active or its function is minimally required for the lifespan of *fem-3(q20)* beyond Day 4 at 25°C. While the signal of GSC arrest in *glp-1(e2141)* more than doubled the lifespan in the presence of HSF-1 (when fed with antibiotic-treated bacteria) (Figure 2D; Table 2, Trial #2), it had marginal effects if HSF-1 was depleted since Day 1 of young adults. These results indicate lifespan extension by arrested GSC is completely dependent on HSF-1 in adulthood, and provide an example that HSF-1’s roles in larval development and longevity are temporally uncoupled.

**FIGURE 2:**
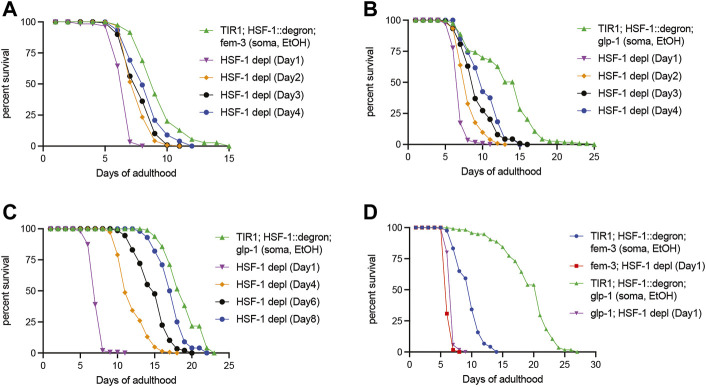
Temporal requirement for HSF-1 in lifespan extension by GSC arrest. **(A,B)** Lifespan analysis at 25°C upon pan-somatic depletion of HSF-1 by AID in the control *fem-3(q20)* **(A)** or the long-lived *glp-1(e2141)* background **(B)**. Animals were mock treated with ethanol (EtOH) from Day 1 of adulthood or treated with auxin starting at the indicated time. **(C,D)** Lifespan analysis at 25°C upon pan-somatic depletion of HSF-1 by AID when fed with carbenicillin-treated OP50 bacteria. Animals were mock treated with ethanol (EtOH) since Day 1 of adulthood as controls. HSF-1 depletion was initiated in the long-lived *glp-1(e2141)* background at the indicated time **(C)**, or a comparison was made between the *fem-3(q20)* and *glp-1(e2141)* when both had HSF-1 depleted since Day 1 of adulthood **(D)**.

**TABLE 2:** The lifespan data and statistical test upon pan-somatic HSF-1 depletion in long-lived animals, related to Figure 2 and Supplementary Figure S2.

Trial without antibiotic	Strain, treatment	Median lifespan (Days of adulthood)	S.E.	Observed/Total	% Lifespan change	*p*-value (Log rank)
#1, 25°C	JTL623 (glp-1; eft-3p::tir1), control	13.42	0.56	115/120		
	JTL623 (glp-1; eft-3p::tir1), 1mM auxin (Day 1)	13.97	0.46	116/120	4.10	3.20E-01
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), control	13.12	0.38	114/120		
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	6.98	0.08	116/120	−46.80	<1e-8
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 2)	8.21	0.14	116/120	−37.42	<1e-8
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 3)	9.38	0.2	117/120	−28.51	<1e-8
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 4)	10.28	0.2	120/120	−21.65	<1e-8
#1, 25°C	JTL624 (fem-3; eft-3p::tir1), control	9.23	0.15	114/120		
	JTL624 (fem-3; eft-3p::tir1), 1mM auxin (Day 1)	9.15	0.17	115/120	−0.87	8.48E-01
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), control	9.44	0.16	118/120		
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	6.61	0.07	120/121	−29.98	<1e-8
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 2)	7.77	0.09	120/120	−17.69	<1e-8
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 3)	7.92	0.11	119/120	−16.10	<1e-8
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 4)	8.45	0.13	116/120	−10.49	1.30E-05

**Trial (with Carbenicillin)**	**Strain, treatment**	**Median lifespan (Days of adulthood)**	**S.E.**	**Observed/Total**	**% Lifespan change**	***p*-value (Log rank)**
#2, 25°C	JTL623 (glp-1; eft-3p::tir1), control	20.34	0.30	118/120		
	JTL623 (glp-1; eft-3p::tir1), 1mM auxin (Day 1)	20.72	0.53	61/61	1.87	8.92E-02
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), control	19.33	0.36	115/119		
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	6.87	0.05	120/120	−64.46	<1e-8
#3, 25°C	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), control	18.87	0.23	97/100		
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	7.28	0.06	151/151	−61.42	<1e-8
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 4)	12.05	0.16	147/150	−36.14	<1e-8
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 6)	14.89	0.18	147/150	−21.09	<1e-8
	JTL667 (glp-1; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 8)	17.36	0.19	100/100	−8.00	4.90E-07
						
#2, 25°C	JTL624 (fem-3; eft-3p::tir1), control	9.16	0.17	121/121		
	JTL624 (fem-3; eft-3p::tir1), 1mM auxin (Day 1)	9.75	0.13	120/120	6.44	3.82E-02
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), control	9.66	0.18	120/120		
	JTL670 (fem-3; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	6.33	0.05	119/120	−34.47	<1e-8
**Trial (without antibiotic)**	**Strain, treatment**	**Median lifespan (Days of adulthood)**	**S.E.**	**Observed/Total**	**% Lifespan change**	***p*-value (Log rank)**
#4, 20°C	JTL618 (daf-2; eft-3p::tir1), control	32.92	1.57	84/99		
	JTL618 (daf-2; eft-3p::tir1), 1mM auxin (Day 1)	33.69	1.48	87/100	2.34	6.39E-01
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), control	31.93	1.65	82/101		
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 5)	20.85	0.79	94/100	−34.70	<1e-8
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 7)	25.47	0.79	98/100	−20.23	3.60E-08
**Trial with Carbenicillin**	**Strain, treatment**	**Median lifespan (Days of adulthood)**	**S.E.**	**Observed/Total**	**% Lifespan change**	***p*-value (Log rank)**
#5, 20°C	JTL618 (daf-2; eft-3p::tir1), control	42.18	1.31	112/150		
	JTL618 (daf-2; eft-3p::tir1), 1mM auxin (Day 1)	43.41	1.25	100/150	2.92	8.10E-01
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), control	40.88	1.14	98/150		
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 7)	27.07	0.67	93/150	−33.78	<1e-8
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 11)	29.85	0.48	142/151	−26.98	<1e-8
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 15)	32.59	0.55	121/126	−20.28	<1e-8
	JTL641 (daf-2; eft-3p::tir1; hsf-1::degron), 1mM auxin (Day 19)	39.22	0.52	116/119	−4.06	1.10E-07

We also tested the roles of HSF-1 in longevity by reducing IIS using the *daf-2(e1370)* mutant. Due to the high incidence of internal hatching upon HSF-1 depletion on Day 1 (54%, 189 out of 350) and Day 3 (39%, 136 out of 350) of *daf-2(e1370),* it is difficult to estimate the total contribution of HSF-1 to lifespan throughout adulthood. However, similar to the *glp-1(e2141)* mutant, *daf-2(e1370)* also seems to extend the functional period of HSF-1 as depletion of HSF-1 since Day 5 and Day 7 resulted in ∼35% and ∼20% of lifespan reduction in *daf-2(e1370)* (Supplementary Figure S2C, Table 2 Trial #4) while depletion of HSF-1 since Day 5 in the wild-type only led to modest (4–8%) lifespan reduction (Table 1). This becomes apparent when *daf-2(e1370)* animals were fed with antibiotic-treated bacteria, in which HSF-1 contributes to longevity up to Day 19 of adulthood (Supplementary Figure S2D, Table 2 Trial #5). Collectively, we found longevity by GSC arrest and reduced IIS correlates with extended functional period of HSF-1.

### HSF-1 Directly Activates Transcription From its Associated Promoters in Somatic Cells of Young Adults in the Absence of Heat Stress

The prevailing view is that HSF-1 promotes longevity through its ability to activate the HSR. HSF-1 also drives a transcriptional program that is different from the HSR in *C. elegans* larval development (Li et al., 2016). In addition, enhancing HSF-1 activities by transgenic over-expression of HSF-1, mild mitochondrial perturbation, or ablation of its negative regulator HSB-1 extends lifespan through functions beyond inducing the canonical HSR (Baird et al., 2014; Kumsta et al., 2017; Higuchi-Sanabria et al., 2018; Egge et al., 2019; Williams et al., 2020; Sural et al., 2020). To better understand the molecular mechanism underlying the physiological roles of HSF-1 in lifespan, we set out to determine the transcriptional program of endogenous HSF-1 in somatic cells on Day 1 of young adults. Recently, we have determined HSF-1 binding sites specifically in the soma or the germline and binding sites used in both tissue types through whole animal ChIP-seq analyses following an acute depletion of HSF-1 in the soma or germline (Edwards et al., 2021). Among those sites, 79 promoter-associated HSF-1 binding peaks are either enriched in the soma (e.g., *Y94H6A.10*) or shared by the soma and germline (e.g. *hsp-1/hsc-70*) (Figure 3A). This result suggests that albeit the number of binding peaks is smaller compared to that in larval development (Li et al., 2016), HSF-1 can bind to promoters without thermal stress in adult somatic cells that are postmitotic.

**FIGURE 3:**
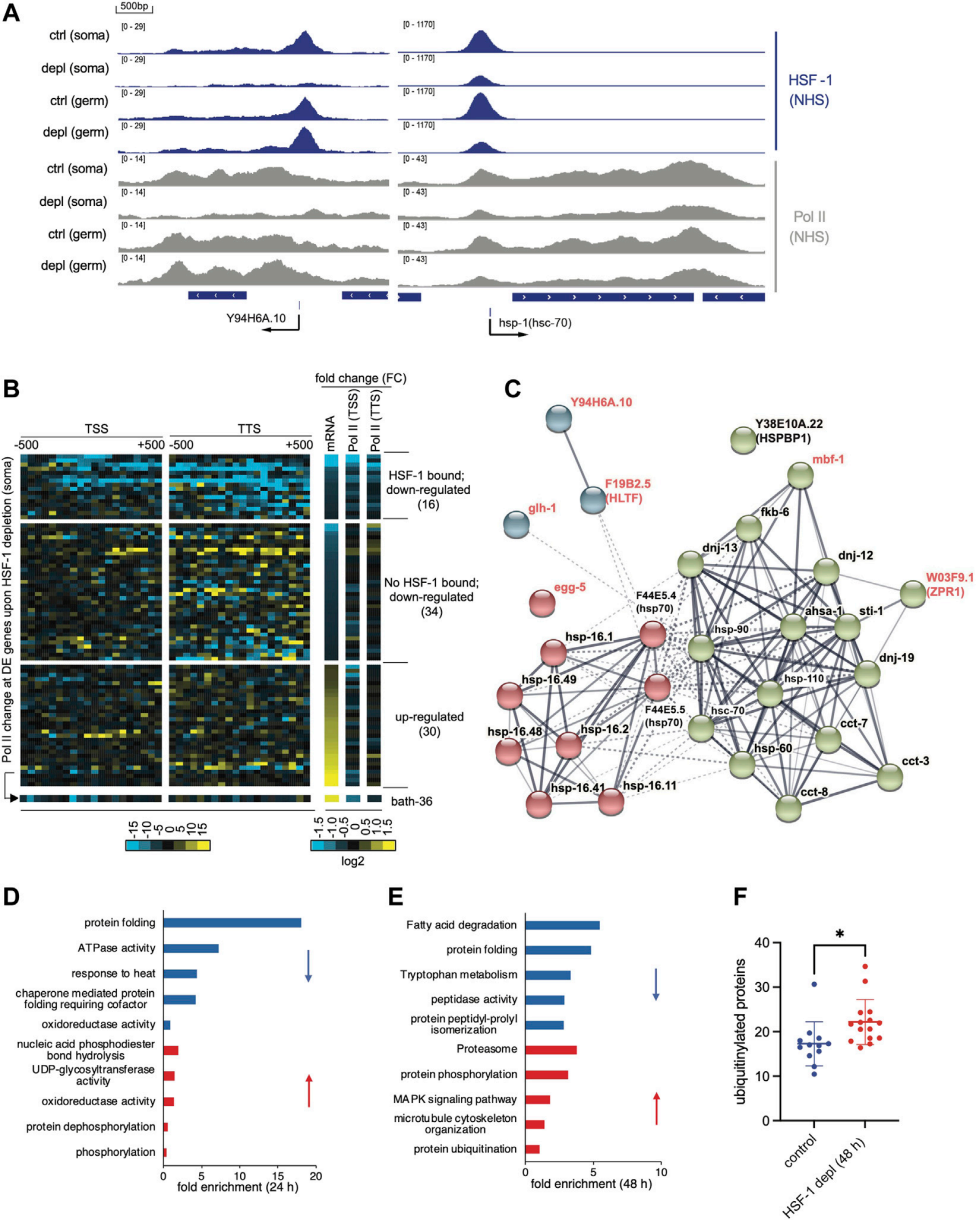
Transcriptional program of HSF-1 in the soma of young adults. **(A)** G browser views of HSF-1 and RNA Polymerase II (Pol II) occupancy at the *Y94H6A.10* and *hsp-1 (hsc-70)* gene loci in young adults grown at the ambient temperature of 20°C with either the mock treatment (ctrl) or an acute HSF-1 depletion (depl) from the soma (soma) or the germline (germ) (auxin treatment for 2 h). **(B)** Heatmaps of Pol II occupancy changes upon HSF-1 depletion in young adults from the soma for 2 h and mRNA changes by HSF-1 depletion for 24 h at differentially expressed (DE) genes. The data shown are based on ChIP-seq and RNA-seq experiments in JTL611 (wild-type background). The DE genes are those that significantly altered mRNA levels (FDR: 0.05) upon pan-somatic depletion of HSF-1 for 24 h (Supplementary Table S2). Pol II occupancy change was calculated as the difference of normalized ChIP-seq reads (HSF-1 depletion vs. the control) mapped in 50 bp bins, ±500 bp from the transcription start sites (TSS) and transcription termination site (TTS). The fold change (FC) of Pol II occupancy (2 h of HSF-1 depletion) and mRNA (24 h of HSF-1 depletion) are shown in the log2 scale. The DE genes were first ranked by fold change of mRNA and then by whether bound by HSF-1 at the promoters (1 kb from TSS). The number of DE genes in each group is shown in parentheses. **(C)** The gene network is directly activated by HSF-1 in the somatic cells from *glp-1(e2141)*. Genes included are those with HSF-1 binding peaks at the promoters and significantly decreased expression upon HSF-1 depletion from the soma for 8 h or 24 h on Day 1 of adulthood. The protein-protein interaction network was retrieved from the STRING database and grouped by kmeans clustering (*n* = 3). The node color represents the cluster to which the gene belongs. The color saturation of edges represents the confidence score of functional interaction. Genes with names in black encode chaperones or co-chaperones, and genes with names in red are those with other functions. **(D,E)** Gene Ontology (GO) analyses of DE genes by HSF-1 depletion from the soma in *glp-1(e2141)* for 24 h **(D)** and 48 h **(E)**. The top5 GO terms based on enrichment score are shown for down-regulated genes (blue bars) and up-regulated genes (red bars) respectively. **(F)** Quantification of immunofluorescence of ubiquitinylated proteins in the control group or upon HSF-1 depletion from the soma since Day 1 of adulthood for 48 h in *glp-1(e2141)*. Data are shown as mean ± standard deviation (*n*>=12). Only animals with clear staining by the control antibody against REC-8 were included in analyses. Statistical significance was calculated by unpaired, two-tailed Student’s t test. *p < 0.05.

We then examined the transcriptional impact of HSF-1 binding *via* RNA-seq analyses following HSF-1 depletion from somatic cells by AID. 

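RNA was sequenced from whole young adults of JTL611 and CA1200. In JTL611 the degron is inserted at the endogenous hsf-1 gene and TIR1 is expressed in the soma from the eft-3 promoter, so that auxin leads to degradation of the tagged protein. CA1200 is the control strain, with the same TIR1 and no degron. Animals grown at 20°C were moved to plates with 1 mM auxin, or with the ethanol solvent alone as mock treatment, for 8 h or 24 h. Each strain, treatment and time point had 3 replicates, which makes 12 libraries per time point. The methods describe poly(A)-selected, directional, paired-end libraries, alignment with STAR to WBcel235 and counting on genes with featureCounts. The authors deposited log2 CPM values for the genes that passed their filter, 10763 at 8 h and 10307 at 24 h. The lowest value of each table is that of a gene with 0 reads after a prior count of 2 was added before the log, and when the log and the prior are undone, 100% of the values are whole numbers of reads. At 8 h, the reads counted on the listed genes ran from 17036696 to 20156043 in CA1200 with auxin (median 19548636) and from 13100691 to 22230585 in mock-treated CA1200 (median 15253277). In JTL611 they ran from 16370450 to 16950907 with auxin (median 16529589) and from 14539367 to 20945273 in the mock (median 17993673). At 24 h, CA1200 had from 16678426 to 19213013 reads with auxin (median 17784626) and from 17416810 to 22603926 in the mock (median 17609025). JTL611 had from 16276832 to 23867943 reads with auxin (median 17442773) and from 13398410 to 19165961 in the mock (median 17765862). A gene with 0 reads could have a level of up to 0.134 to 0.228 CPM at 8 h and 0.133 to 0.214 CPM at 24 h, the CPM of 3 reads in the deepest and the shallowest library. Genes with at least 1 CPM in at least 25% of the libraries were tested, 10739 at 8 h and 10245 at 24 h. The deposited log2 values of all 4 groups of a time point entered one linear model in limma, with a trend of the variance on expression. A gene was called differentially expressed at an adjusted p under 0.05 (limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over the genes tested) and a mean of at least 2 CPM. HSF-1 depletion was measured as JTL611 with auxin against CA1200 with auxin, without the genes called between the mock-treated strains at the same hour. The tagged gene itself, hsf-1 (WBGene00002004, chromosome I from 11953507 to 11963085 in WBcel235), had 41.0 ± 9.09 CPM in JTL611 with auxin against 62.7 ± 2.24 CPM in CA1200 with auxin at 8 h (SD, n = 3 each; limma adjusted p = 0.983). At 24 h its mRNA was at 64.9 ± 4.75 against 72.2 ± 14.9 CPM (SD, n = 3 each; limma adjusted p = 1.00). Auxin acts on the protein, so these mRNA levels do not measure the depletion.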

We performed RNA-seq in the control strains that express TIR1 but have no degron insertion in a time course of auxin treatment (Supplementary Figures S3A–D). This set of experiments, when compared to those using the experimental strains with degron tagging at HSF-1, identified the small groups of differentially expressed (DE) genes caused by auxin treatment (Supplementary Figure S3A, mock *vs*. auxin treatment in the control strain) or by degron insertion at HSF-1 (Supplementary Figure S3B, compare the control and experimental strains with mock treatment). 

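In the control strain CA1200, auxin against mock treatment gave 1 DE gene at 8 h and 1 at 24 h. At 8 h the ABC transporter gene pgp-1 (WBGene00003995) rose from 5.14 ± 0.446 CPM to 23.1 ± 6.97 CPM (SD, n = 3 each), a log2 fold change of 2.10 (standard error 0.25, limma adjusted p = 0.042). At 24 h T16G1.6 (WBGene00011800) rose from 1.65 ± 0.455 CPM to 13.4 ± 5.34 CPM (SD, n = 3 each), a log2 fold change of 2.90 (standard error 0.35, limma adjusted p = 0.033). With one library left out at a time, the limma adjusted p reached 0.369 for pgp-1 and 0.301 for T16G1.6. An unadjusted p under 0.05 was reached by 422 genes at 8 h and 144 at 24 h, where chance alone gives 537 and 512 for independent libraries. At 24 h the replicate numbers paired these libraries (correlations from 0.218 to 0.714). Differences between replicates then widen the spread of a fit without the block, and its p tend to be too large. A count under the chance number therefore does not show that auxin has no effect. Between mock-treated JTL611 and mock-treated CA1200, which differ in the degron, 0 genes were called at 8 h and 0 at 24 h, with 145 and 78 genes at an unadjusted p under 0.05. The replicate numbers paired these libraries of the mock-treated strains at 24 h (correlations from 0.621 to 0.806), so the p without the block tend to be too large there as well. With the replicate as a block 4 genes were called higher in JTL611: ZK938.3, Y102A5C.36, WBGene00014954 and WBGene00014955, named after their values were seen. The replicate numbers paired the libraries of auxin and mock treatment at 24 h, and with the replicate as a block in the fit 9 genes were called there, against 10 at 8 h, where the numbers did not pair the libraries. The largest move came from library quality weights, with which 3366 genes were called for auxin at 8 h, and these weights ran from 0.184 to 92.3 within the table.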

As auxin treatment resulted in almost identical transcriptional changes in the two control strains that express TIR1 in the soma and germline, respectively (Supplementary Figure S3C), we conclude that these changes were due to auxin rather than off-target effects of TIR1. 

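At 24 h the change in JTL611 with auxin was measured 2 ways, against CA1200 with auxin and against mock-treated JTL611. JTL611 with auxin against its own mock gave 0 DE genes, with 472 genes at an unadjusted p under 0.05. Across the 10245 genes tested, the log2 fold changes of both comparisons had a Pearson correlation of 0.578 and a Spearman correlation of 0.585, with the same sign in 71.7% of the genes. Both comparisons share the 3 auxin libraries of JTL611, which alone creates a correlation. In 100 simulated data sets without any change between groups, the mean Pearson correlation was 0.499 (at most 0.533), the mean Spearman correlation 0.467 and the mean share of genes with the same sign 66.6%. Without replicate 3 of JTL611 with auxin, the Pearson correlation across genes was 0.745, and without replicate 1 or 2 it was 0.604 or 0.617. With 2 shared libraries, simulated data without change gave from 0.567 to 0.627 (mean 0.599), so 0.604 and 0.617 do not exceed what sharing alone gives. For the 80 genes of the paper's list at 24 h, which was chosen on these libraries, the correlation was 0.942 (Spearman 0.939), with the same sign in 98.8% of them. In the simulated data, the 80 genes with the largest change against their spread in one comparison had a mean of 0.863 (at most 0.934), with the same sign in 95.4%. The simulations took the libraries as independent, while replicate numbers pair the real ones. Genes are not independent replicates, so no p is given. The 1 gene called for auxin and the 0 genes called for the degron at 24 h removed no gene from the comparison of JTL611 with CA1200.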

By filtering out HSF-1-independent changes (Supplementary Figures S3A, B, Supplementary Table S1), our methods specifically determined DE genes caused by HSF-1 depletion (Supplementary Figure S3D). Among the 80 DE genes resulting from 24 h of HSF-1 depletion in the soma, 16 out of 50 down-regulated genes have HSF-1 binding at the promoter (Supplementary Figure S3E, Supplementary Table S2) while only 1 out of 34 up-regulated genes are bound by HSF-1, suggesting that HSF-1 functions as a transcriptional activator in somatic cells of young adults. 

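JTL611 with auxin against CA1200 with auxin gave 0 DE genes at 24 h in limma, and 324 of the genes tested had an unadjusted p under 0.05. The smallest limma adjusted p was 0.292. At 8 h the count was also 0, with 259 genes at an unadjusted p under 0.05. The replicate numbers paired the libraries at 24 h (correlation of paired libraries from 0.207 to 0.643 after removal of the group means), and with the replicate as a block 8 genes were called, 5 higher and 3 lower. Of the 5 higher genes, ZK938.3, Y102A5C.36, WBGene00014954 and WBGene00014955 were also called higher between the mock-treated strains with the block, so auxin is not needed for their difference, and the other was D1086.3 (named after the values were seen). The 3 lower genes were hsp-16.48 (WBGene00002019) and hsp-16.49 (WBGene00002020), near-identical copies that share reads and had equal values in this table, and Y94H6A.10 (WBGene00022382). The hsp-16 pair was at least 39.1-fold lower in JTL611, where every library was at or under the floor, but its mean of 6.79 ± 9.62 CPM in CA1200 (SD, n = 3) rests on replicate 1, which had 17.8 CPM. Y94H6A.10 (chromosome IV from 2710121 to 2710666) had 9.05 ± 2.04 CPM against 92.4 ± 99.3 CPM (SD, n = 3 each), a log2 fold change of -2.68 (standard error 0.87), with a limma adjusted p of 0.032 with the block and 1.00 without it. The widest change in the number of calls came with library quality weights, which gave 5231 genes. Among the 16 genes that the paper lists as bound by HSF-1 and lower, all 16 had a lower mean in JTL611, with a median log2 fold change of -0.51. As a set they were lower with camera at its preset correlation of 0.01 (adjusted p = 2.4e-20 over 195 tests of 13 sets in 15 comparisons; camera is limma's competitive set test) and with limma's self-contained test fry (adjusted p = 0.0022). In the whole family, 107 tests passed an adjusted p of 0.05 with camera and 62 of those also with fry. Where genes of a set vary together more than the preset 0.01, camera gives too small a p. Cuticle genes at 24 h passed for the degron with camera (adjusted p = 9.0e-19) but not with fry (0.097), and likewise for auxin (camera 3.1e-22, fry 0.091). The size of a camera p is therefore not a measure of strength. Between the mock-treated strains at 24 h, all 16 also had a lower mean in JTL611, with a median of -0.19 (adjusted p of limma's camera = 4.1e-07, of limma's fry = 0.177), and in JTL611 with auxin against its own mock all 16 were lower, with a median of -0.33 (camera 5.3e-07, fry 0.038). The lower level in JTL611 with auxin can therefore not be assigned to the depletion alone. The study chose these 16 genes on the same libraries, so their direction is not independent evidence. hsp-90 (WBGene00000915, chromosome V from 14684918 to 14688545) had 3298 ± 1120 CPM in JTL611 and 5476 ± 612 CPM in CA1200 (SD, n = 3 each), a log2 fold change of -0.79 (standard error 0.26, limma adjusted p = 1.00). hsc-70 (WBGene00002005, chromosome IV from 17278959 to 17281330) had 3067 ± 1314 against 4415 ± 1109 CPM (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.34, limma adjusted p = 1.00). The hsc-70 values of the 2 groups overlapped. bath-36 (WBGene00013569, chromosome V from 15187888 to 15189588), the bound gene that the paper lists as higher, had 15.5 ± 9.96 against 5.58 ± 0.113 CPM (SD, n = 3 each), a log2 fold change of 1.25 (standard error 0.35, limma adjusted p = 1.00). All 80 genes of the paper's list moved in the listed direction, 50 of them at an unadjusted p under 0.05. The HSF-1 binding data were not used here. From the larger share of bound genes among the lower than among the higher genes, the paper proposes that HSF-1 acts as a transcriptional activator in somatic cells of young adults.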

The group of 16 HSF-1-bound down-regulated genes exhibit a decrease of RNA Polymerase II (Pol II) occupancy both at the promoter and at the end of genes (Figure 3B) upon 2 h depletion of HSF-1 suggesting that they are likely the direct targets of HSF-1 and that HSF-1 functions at the step of Pol II recruitment. For examples, a decrease of Pol II occurs across the genes of *Y94H6A.10* and *hsp-1/hsc-70* upon HSF-1 depletion in the soma (Figure 3A). On the contrary, down-regulated genes without HSF-1 binding and up-regulated genes (including the only HSF-1 bound gene, *bath-36* in this group) lack a correlation between mRNA (24 h post HSF-1 depletion) and Pol II occupancy changes (2 h of HSF-1 depletion), suggesting they are indirectly impacted by HSF-1 (Figure 3B).

### HSF-1 Drives Expression of an Important Sub-Chaperome in Fully-Developed Somatic Cells

Among the direct targets of HSF-1 in somatic tissues of young adults (Supplementary Figure S3F), most have substantial HSF-1 binding in the germline as well (*Y94H6A.10* is the only exception). To control for the potential interference by mRNA from the germline and increase the specificity and sensitivity of RNA-seq analyses, we also performed the experiments in the germline deficient *glp-1(e2141)* background. Indeed, we have uncovered a bigger group of HSF-1 direct targets (28 genes), each of which is associated with one of the 79 HSF-1 binding peaks at the promoter in the soma and decreases mRNA upon 8 h and/or 24 h of HSF-1 depletion (Figure 3C, Supplementary Table S2). 

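JTL667 carries the somatic TIR1, the degron at hsf-1 and the temperature-sensitive glp-1(e2141) allele, which leaves animals grown at 25°C without a germline. Animals were treated with auxin or mock from young adulthood for 8, 24 or 48 h, and 17 libraries are used here: 3 replicates per group and 2 (replicates 1 and 3) for 48 h of auxin. The authors normalized them together with the 18 libraries of JTL670, the fem-3(q20) strain, in one table of log2 CPM values for 15364 genes, of which 14269 passed the filter on low values. With auxin, the reads counted on listed genes ran from 12405079 to 17137825 at 8 h (median 16113208) and from 16600878 to 18296301 at 24 h (median 17404293), and were 10882691 and 14963416 in the pair of libraries at 48 h. In the mock they ran from 12718483 to 19952975 at 8 h (median 19029525), from 9131588 to 18879573 at 24 h (median 16910026) and from 13434894 to 17028165 at 48 h (median 14550484). The CPM of 3 reads ranged from 0.153 to 0.366 over the 35 libraries. Replicate 1 of the 24 h mock had the fewest reads, with 26.7% of them on ribosomal RNA and 4340 genes without a read, against 1634 and 1773 genes in replicates 2 and 3. For the replicate 3 libraries of this strain, the sample titles and the agent tags of the labels name opposite treatments. The titles were used, as in the column names of the deposited table. In each of the 9 pairs of libraries with such labels in both sterile strains, the library titled auxin had the lower median of the 28 genes of Figure 3C, by 0.38 to 1.01 on the log2 scale, and the lower hsc-70 mRNA level. The study chose these genes on glp-1(e2141) libraries, so only the fem-3(q20) pairs are free of that choice. All groups of the table entered one limma fit, and each comparison is auxin against mock at the same hour, without the genes called for auxin in CA1200 at 8 h or 24 h. hsf-1 mRNA, which auxin does not target, was at 22.98 ± 6.99 CPM with auxin and 23.4 ± 2.72 CPM in the mock at 8 h, and at 25.0 ± 3.47 against 20.9 ± 4.52 CPM at 24 h (SD, n = 3 each).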

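In glp-1(e2141), 20 of the 28 genes of Figure 3C were called lower after 8 h of HSF-1 depletion and 22 after 24 h, and 23 were called at one or both times. Adjusted over the list alone, 24 genes passed at 8 h and 27 at 24 h, but the study chose the list on these libraries, so this is not independent evidence. With one library left out at a time, between 19 and 25 of the 28 genes were called at 24 h, with 19 when replicate 1 of the mock was left out. The median log2 fold change of the list was -0.98 at 8 h and -1.16 at 24 h, where the genes ran from -4.69 for hsp-16.41 to -0.24 for F19B2.5. At 8 h egg-5, which was near the floor, was the one gene with a higher mean. As a set, the 28 genes were lower at 24 h with an adjusted p of 7.3e-75 from camera. In 25 of them at 24 h, every auxin library was below every mock library. With 3 libraries against 3, chance separates the groups in 10% of genes when both directions are counted. The genes that were not called at 8 h or 24 h were mbf-1, W03F9.1, hsp-60, egg-5 and F19B2.5. The number of calls moved most when the fit held the 6 libraries of the comparison alone, where 0 of the 28 genes passed the threshold at 24 h.

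**Figure D1:**
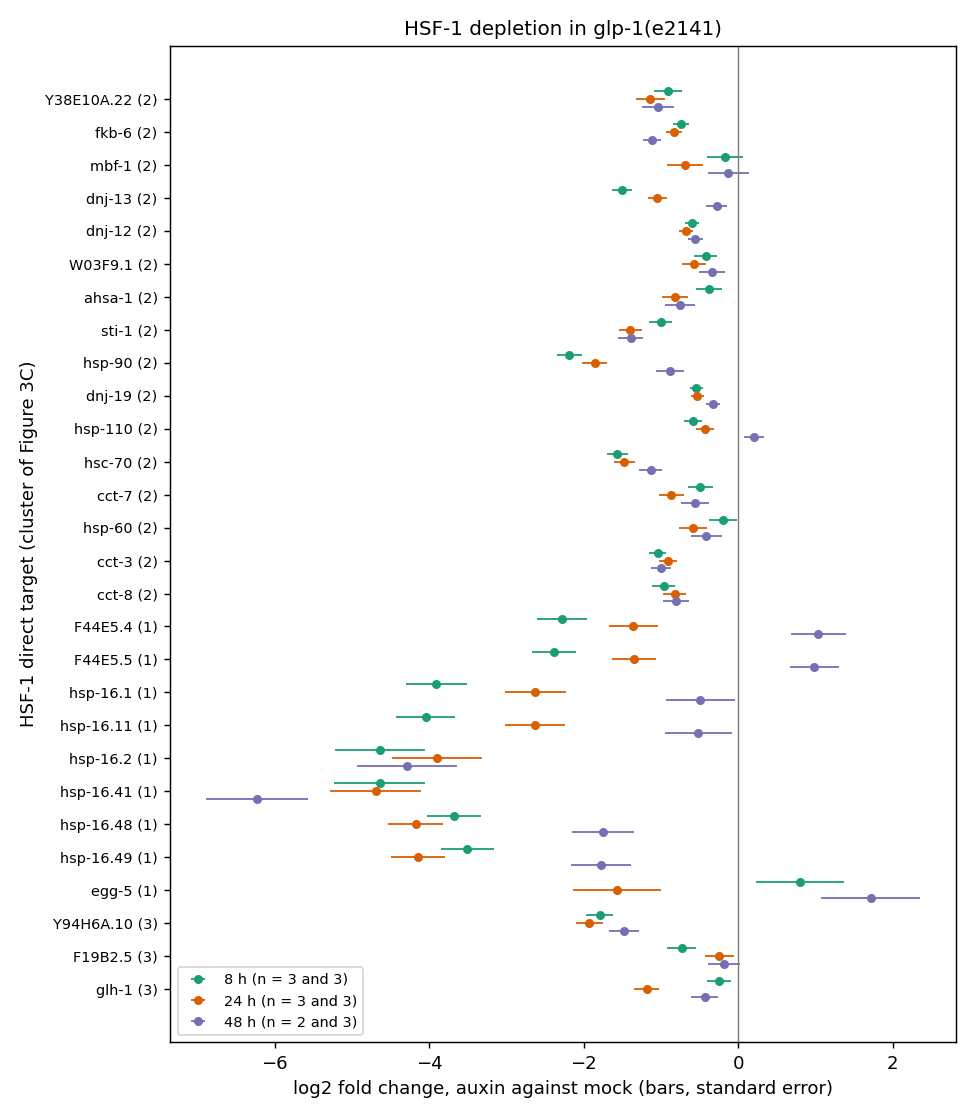
Log2 fold change (auxin against mock, with its standard error) of the 28 genes of Figure 3C in glp-1(e2141) after 8, 24 and 48 h, grouped by the clusters of that figure. At 8 h and 24 h most genes lie below 0, and at 48 h F44E5.4, F44E5.5, hsp-110 and egg-5 lie above it, none of them past the adjusted threshold.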

Similar to the list of genes identified in the wild-type background, the majority of these genes (22 out of 28) (Figure 3C, gene names in black) encode either molecular chaperones or co-chaperones, which function together in protein folding and protein conformation maintenance. These chaperone/co-chaperone genes are grouped into two clusters with one including canonical HSR genes encoding members of HSP70 and small heat shock proteins (HSP-16) whose expression is highly inducible by stress (Figure 3C, cluster #1: red nodes), and the other cluster enriched with constitutively expressed chaperones and co-chaperones (Figure 3C, cluster #2: green nodes). 

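The 22 chaperone and co-chaperone genes of Figure 3C had a median log2 fold change of -1.27 at 8 h and -1.24 at 24 h in glp-1(e2141), and all 22 had a lower mean with auxin at both times. The set was lower at 8 h with an adjusted p of 3.3e-89 from camera and 3.8e-14 from fry. In contrast, 41 other genes named as chaperones (hsp-, dnj- and cct- genes outside the 28) had a median log2 fold change of -0.02 at 24 h, with 20 of them higher and 6 called lower. This second set was also lower, with an adjusted p of 0.00011 from camera and 0.0079 from fry. The study chose the 22 genes for a decrease in these libraries, and the second set holds chaperones outside that choice. The set test of the 22 genes and the contrast are therefore not independent evidence. The same holds for tests at 8 h and 24 h of other sets taken from Figure 3C in glp-1(e2141).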

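Among the 9 genes of cluster 1, the median log2 fold change in glp-1(e2141) was -3.68 at 8 h, or -3.50 with the gene at the floor taken at its bound, and -2.63 at 24 h. After 24 h of auxin, hsp-16.2 (WBGene00002016, chromosome V from 1804334 to 1804957) was at 0.485 ± 0.129 CPM against 9.77 ± 5.45 CPM in the mock (SD, n = 3 each; limma adjusted p = 0.00022). Its neighbour hsp-16.41 (chromosome V from 1805178 to 1805875) was at 0.107 ± 0.108 against 5.41 ± 0.914 CPM at 24 h (SD, n = 3 each; limma adjusted p = 1.8e-05), and at 8 h it had 0 reads with auxin and 3.00 ± 0.538 CPM in the mock, at least 10.2-fold lower. The hsp70 gene F44E5.5 (WBGene00009692, chromosome II from 11759662 to 11761861) fell from 20.2 ± 6.06 CPM to 3.76 ± 1.04 CPM at 8 h (SD, n = 3 each), a log2 fold change of -2.38 (standard error 0.29, limma adjusted p = 9.4e-06). At 24 h its log2 fold change was -1.35 (limma adjusted p = 0.017, or 0.128 without replicate 1 of the mock). The adjacent copy F44E5.4 (chromosome II from 11757107 to 11759311) shares reads with it, and their log2 values differed by at most 0.99 in any of the 35 libraries. The pairs hsp-16.1 with hsp-16.11 and hsp-16.48 with hsp-16.49 are likewise near-identical, so the 9 genes are not 9 separate measurements. The 16 genes of cluster 2 had a median of -0.67 at 8 h and -0.82 at 24 h, and all 16 had a lower mean at both times. With camera, the adjusted p at 24 h was 1.8e-30 for cluster 1 and 8.4e-47 for cluster 2. The difference between the clusters was not tested.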

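In glp-1(e2141) after 24 h, hsp-90 mRNA was at 254 ± 25.8 CPM with auxin and 935 ± 238 CPM in the mock (SD, n = 3 each), a log2 fold change of -1.86 (standard error 0.16, limma adjusted p = 2.9e-08). hsc-70 was at 296 ± 37.5 against 821 ± 94.6 CPM (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.13, limma adjusted p = 4.6e-08). For both genes every auxin library was below every mock library. Among the genes of their co-chaperones, sti-1 (WBGene00019983, chromosome V from 773518 to 774775) fell from 40.0 ± 7.11 CPM to 15.0 ± 1.27 CPM (SD, n = 3 each; limma adjusted p = 9.4e-07). dnj-13 (WBGene00001031, chromosome II from 11545701 to 11547360) fell from 69.6 ± 9.28 CPM to 33.7 ± 4.44 CPM (SD, n = 3 each; limma adjusted p = 9.3e-06). fkb-6, Y38E10A.22, dnj-12 and dnj-19 were also called lower at 24 h, with log2 fold changes of -0.82, -1.13, -0.68 and -0.53. ahsa-1 (WBGene00007235) fell by 0.82 on the log2 scale with a limma adjusted p of 0.012, which rose to 0.128 when one library was left out. hsp-110 (WBGene00016250) had 109 ± 10.2 against 147 ± 22.0 CPM at 24 h (SD, n = 3 each), a log2 fold change of -0.42 with a limma adjusted p of 0.093, and passed the threshold at 8 h, where its log2 fold change was -0.58 (limma adjusted p = 0.012).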

The latter group contains the essential HSP-90 and HSC-70 chaperones as well as their co-chaperones (DNJs, FKB-6, STI-1, AHSA-1, HSP-110, and the HSPBP1 orthologue Y38E10A.22). It also contains subunits of the chaperonin complexes in the cytosol (CCT-3, CCT-7, and CCT-8) and mitochondria (HSP-60). These HSF-1-dependent, constitutively expressed chaperone and co-chaperone genes span most the ATP-dependent chaperone systems in metazoan (Clare and Saibil, 2013) and dictate protein folding capacity in the cytosol, nuclei, and mitochondria. It is noteworthy that the majority of genes in cluster #2 (14 out of 16) belong to the developmental HSF-1 transcriptional program (Li et al., 2016), which are regulated by HSF-1 differently from the HSR. 

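Of the cytosolic chaperonin subunits, cct-3 (WBGene00018782, chromosome II from 2233540 to 2243539) fell from 63.6 ± 6.62 CPM in the mock to 33.8 ± 4.03 CPM after 24 h of auxin in glp-1(e2141) (SD, n = 3 each; limma adjusted p = 1.8e-05). cct-8 (WBGene00021934) fell from 50.4 ± 10.2 to 28.2 ± 3.56 CPM (SD, n = 3 each; limma adjusted p = 0.0038). cct-7 (WBGene00020391) fell from 87.6 ± 16.09 to 47.7 ± 6.16 CPM (SD, n = 3 each; limma adjusted p = 0.0040, up to 0.056 when one library was left out). The mitochondrial chaperonin gene hsp-60 (WBGene00002025, chromosome III from 1619742 to 1625803) had 42.8 ± 11.1 against 62.9 ± 5.22 CPM at 24 h (SD, n = 3 each). Its log2 fold change of -0.58 (standard error 0.18) was larger than the spread of the replicates but did not pass the threshold over all genes (limma adjusted p = 0.133), and at 8 h it was -0.19 (limma adjusted p = 0.923).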

As genetic perturbation of the HSP-90, HSC-70 and cytosolic chaperonin systems accelerates age-dependent proteostatic and physiological declines (Brehme et al., 2014), our data suggest a role of HSF-1 in longevity by activating the expression of these chaperone systems in fully-developed somatic cells.

A decrease of this selective ‘sub-chaperome’ precedes massive transcriptomic changes upon HSF-1 depletion in *glp-1(e2141),* which also supports that they are the primary targets of HSF-1 in adult somatic cells. 

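In glp-1(e2141), auxin against mock gave 60 DE genes at 8 h (28 higher, 32 lower), 93 at 24 h (50 higher, 43 lower) and 692 at 48 h (415 higher, 277 lower). The 28 genes of Figure 3C made up 20 of the 32 lower genes at 8 h, 22 of the 43 at 24 h and 15 of the 277 at 48 h. The study chose these genes for a decrease at 8 h or 24 h in these libraries. That choice favours a larger share at those times, so the shares are not independent evidence of their order. Over all genes tested, every auxin library was separated from every mock library, in either direction, in 1466 genes (10.3%) at 8 h and 1557 (10.9%) at 24 h, where chance gives 10%. At 48 h these were 3859 genes (27.0%), but with 2 libraries against 3 chance separates the groups more often. An unadjusted p under 0.05 was reached by 1063, 2276 and 2379 genes at the 3 times, where chance gives 713. The counts depended on single libraries: with one library left out at a time they ran from 44 to 132 at 8 h, the most without replicate 3 of the auxin group. At 24 h they ran from 52 without replicate 1 of the mock to 988 without its replicate 2. At 48 h, where auxin had 2 libraries, the 3 fits that each left out a mock library gave from 475 to 644 genes. With the libraries of one comparison alone in the fit, 5, 0 and 16 DE genes were called at 8, 24 and 48 h. That setting raised the counts of fem-3(q20), from 39 to 467 at 24 h and from 317 to 1847 at 48 h. The spread shared by all groups thus favours calls in glp-1(e2141), and the counts of the strains are not on equal terms. In glp-1(e2141) the change itself differed between 24 h and 48 h for 189 genes (limma's test of the difference of the effects). From the decrease of the chaperone genes before the wider change in the transcriptome, the paper reasons that these genes are the primary targets of HSF-1 in adult somatic cells.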

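After 8 h of HSF-1 depletion in glp-1(e2141), 19 of the 22 chaperone and co-chaperone genes of Figure 3C were called lower in limma, and 21 passed when adjusted over the list alone, a list the study chose on these libraries. hsp-90 fell from 499.5 ± 43.7 CPM to 113 ± 37.3 CPM (SD, n = 3 each), a log2 fold change of -2.19 (standard error 0.16, limma adjusted p = 2.0e-09). hsc-70 fell from 724 ± 49.3 to 248 ± 54.1 CPM (SD, n = 3 each), a log2 fold change of -1.56 (standard error 0.13, limma adjusted p = 2.0e-08). The 3 genes that did not pass over all genes were ahsa-1, cct-7 and hsp-60. With one library left out at a time, between 17 and 19 of the 22 genes were called.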

19 out of 22 HSF-1 directly regulated chaperone/co-chaperone genes already decrease expression at 8 h of HSF-1 depletion (Supplementary Table S2). They remain the most prominent functional group (‘protein folding’) among ∼400 DE genes at 24 h of HSF-1 depletion as shown by Gene Ontology (GO) analyses (note the enrichment of genes with ‘ATPase activity’ results from ATP-dependent chaperones, Figure 3D). 

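Among the DE genes at 24 h in glp-1(e2141), 20 of the 22 chaperone and co-chaperone genes of Figure 3C were lower. As a set they had an adjusted p of 1.3e-69 from camera and 8.2e-14 from fry. The 3 genes that fell most among calls with no overlap between the groups were hsp-16.41, hsp-16.48 and hsp-16.49. hsp-16.48 fell from 22.6 ± 10.6 CPM to 1.05 ± 0.0686 CPM (SD, n = 3 each; limma adjusted p = 2.3e-08), and hsp-16.49 shares its reads. The 3 that rose most were B0205.13 (log2 fold change 2.96, limma adjusted p = 0.0496), F26F4.5 (2.45) and WBGene00016239 (at least 1.56-fold higher). For B0205.13 the limma adjusted p rose to 0.356 when a library was left out, and its mock level was 1.76 ± 2.02 CPM (SD, n = 3). The Gene Ontology annotation behind Figure 3D was not used here, so no enrichment of its terms was computed.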

48 h of HSF-1 depletion, however, led to much bigger changes in the transcriptome (>1200 DE genes, Supplementary Table S2). 

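After 48 h of HSF-1 depletion in glp-1(e2141), the 3 genes that rose most among calls with no overlap between the groups were cyp-35A1, F30F8.1 and C29F7.2. cyp-35A1 (WBGene00015399) rose from 2.56 ± 0.847 CPM (n = 3) to 58.2 ± 38.8 CPM (n = 2; SD), a log2 fold change of 4.32 (standard error 0.90, limma adjusted p = 0.0038). F30F8.1 (WBGene00009270) had a log2 fold change of 4.15 (limma adjusted p = 4.1e-06). C29F7.2 (WBGene00007811) rose from 17.0 ± 6.69 CPM (n = 3) to 260 ± 108 CPM (n = 2; SD), with a limma adjusted p of 3.7e-07. This gene also rose with auxin in the control strain CA1200, by 1.68 on the log2 scale at 8 h and 1.40 at 24 h, without passing the threshold there (limma adjusted p = 0.696 and 1.00). With the replicate as a block the limma adjusted p was 0.023 at 8 h, where the replicate numbers did not pair the control libraries, and 0.095 at 24 h, where they did. It ran from 0.00083 to 1.00 over the alternatives at 8 h and from 0.0014 to 1.00 at 24 h, lowest with library quality weights. A response of this gene to auxin itself is therefore not excluded. The 3 genes that fell most were hsp-16.41 (log2 fold change -6.23), hsp-16.2 (-4.29) and pals-11 (-3.95, limma adjusted p = 0.0030). No library of the control strain was taken at 48 h, so the genes that auxin itself changes at that time are not measured.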

Genes in the ubiquitin–proteasome system (UPS) are up-regulated (Figure 3E), which is a typical response to protein misfolding, implicating imbalanced proteome over time caused by loss of HSF-1 and consequent decline in protein folding. This idea is supported by the increased levels of ubiquitylated proteins in somatic tissues upon 48 h of HSF-1 depletion (Figure 3F, Supplementary Figures S3G, H), and is consistent with published results that HSF-1 RNAi leads to increased protein misfolding and aggregation (Nollen et al., 2004; Ben-Zvi et al., 2009).

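Genes of the ubiquitin-proteasome system were taken by their gene class names. The 33 proteasome subunit genes (pas-, pbs-, rpn- and rpt-) were all higher after 48 h of HSF-1 depletion in glp-1(e2141), with a median log2 fold change of 0.35, or 0.32 with each library centred on its median. The set passed with limma's camera (adjusted p = 1.0e-09) and with limma's fry (adjusted p = 0.0015). Only pas-7, rpn-3 and rpt-2 were called on their own, with log2 fold changes of 0.46, 0.62 and 0.33 (limma adjusted p = 0.0073, 0.0066 and 0.047). At 24 h the same set had a median of 0.07 and did not pass (adjusted p of limma's camera = 0.381). In fem-3(q20) at 48 h it had a median of 0.08 and passed neither test (adjusted p of limma's camera = 0.067, of limma's fry = 0.452). With camera but not with fry it passed in fem-3(q20) at 8 h (median 0.16, camera 5.9e-07, fry 0.091) and 24 h (median 0.08, camera 0.040, fry 0.433), in the wild-type background at 24 h (median 0.16, camera 1.1e-06, fry 0.166) and in JTL611 with auxin against its mock at 24 h (median 0.21, camera 7.5e-11, fry 0.058). At 8 h in glp-1(e2141) the set had a median of 0.03 and passed neither test (adjusted p of limma's camera = 0.198, of limma's fry = 0.737). Within glp-1(e2141) it therefore passed at 48 h alone. The higher level in the other comparisons passed with camera only. The fry test held no replicate block, although replicate numbers pair the libraries in the 3 of these comparisons at 24 h. Of the 33 genes, 33 were higher there in JTL611 with auxin against its mock, 32 in the wild-type background and 27 in fem-3(q20). A miss with fry in these comparisons therefore does not show that the set stayed unchanged. The 29 ubiquitin genes (uba-, ubc-, ubl-, ubq- and ufd-) had a median log2 fold change of 0.17 at 48 h, with 17 of them higher, and did not pass (adjusted p of limma's camera = 0.217, adjusted p of limma's fry = 0.300). Of these, ubc-23 was called, with a log2 fold change of 0.82 (limma adjusted p = 0.0084). The 4 genes named here as called were picked after their values were seen.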

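The 6 nonchaperone genes of Figure 3C are mbf-1, W03F9.1, egg-5, Y94H6A.10, F19B2.5 and glh-1. In glp-1(e2141) they had a median log2 fold change of -0.33 at 8 h and -0.93 at 24 h, with 1 gene called lower at 8 h and 2 at 24 h, or 3 and 5 when adjusted over the list alone. As a set they were lower at 24 h (adjusted p of limma's camera = 2.4e-12, adjusted p of limma's fry = 1.4e-09). Y94H6A.10 fell from 151 ± 13.1 CPM to 43.5 ± 3.45 CPM at 8 h (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.18, limma adjusted p = 1.9e-07). At 24 h it fell from 487 ± 150 to 125 ± 24.6 CPM (SD, n = 3 each; limma adjusted p = 4.6e-08). glh-1 (WBGene00001598, chromosome I from 6854478 to 6857536) had 16.6 ± 2.83 CPM with auxin and 38.9 ± 12.7 CPM in the mock at 24 h (SD, n = 3 each), a log2 fold change of -1.18 (limma adjusted p = 4.4e-05). mbf-1 (WBGene00003148, chromosome IV from 11479354 to 11480369) had 32.9 ± 3.18 against 58.7 ± 34.8 CPM at 24 h (SD, n = 3 each), a log2 fold change of -0.68 that did not pass (limma adjusted p = 0.175). W03F9.1 (WBGene00020999) had a log2 fold change of -0.57 at 24 h (limma adjusted p = 0.082), and F19B2.5 (WBGene00008944) had -0.73 at 8 h (limma adjusted p = 0.081). egg-5 (WBGene00020035) was under the level of 3 reads in every auxin library at 24 h and at least 2.44-fold lower than in the mock (limma adjusted p = 0.198).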

We also identified a few nonchaperone genes as HSF-1 direct targets (Figure 3C, gene names in red), although their roles in lifespan are not clear. Two of the encoded proteins, MBF-1 (Multiprotein Bridging Factor 1) and W03F9.1/ZPR1 in cluster #2 are proposed to be transcriptional coactivators and interact with chaperones/co-chaperones based on the studies of their orthologues in other model systems (Arce et al., 2006; Kannan et al., 2020). Especially, the *mbf-1* gene is a direct target of HSF-1 in *C. elegans* larval development (Li et al., 2016), and expression of its orthologues in yeast and *Drosophila* is also controlled by HSF1 (Birch-Machin et al., 2005; Pincus et al., 2018). Similar to *mbf-1*, expression of *Y94H6A.10* (a gene with unknown function) and *F19B2.5/HLTF* (encodes an SWI/SNF chromatin remodeler family protein) is activated by HSF-1 in larval development, suggesting that at least part of HSF-1 developmental transcription program sustains in adulthood.

To test whether the transcriptional program of HSF-1 identified in *glp-1(e2141)* is unique to this longevity model and how much it is linked to the higher growth temperature (25 *vs*. 20°C for wild-type), we performed RNA-seq analyses in the *fem-3(q20)* control at 25°C. The *fem-3(q20)* shows a similar decrease of HSF-1 direct targets including constitutively expressed chaperones, stress-inducible chaperones as well as nonchaperone genes upon 24-h HSF-1 depletion (Supplementary Figures S3I, J). 

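JTL670 has the somatic TIR1, the degron at hsf-1 and fem-3(q20), with which animals are sterile at 25°C. Auxin and mock treatment for 8, 24 and 48 h had 3 replicates each, 18 libraries in all. For replicates 2 and 3 of every group, the agent tag of the labels again names the opposite treatment from the sample title, and the titles were used. With auxin the reads counted on listed genes ran from 17308585 to 19461278 at 8 h (median 18783593), from 15630961 to 18116247 at 24 h (median 16497763) and from 12312902 to 17476983 at 48 h (median 16883406). In the mock they ran from 16434146 to 16809416 at 8 h (median 16561977), from 9543901 to 19964797 at 24 h (median 16928431) and from 14831984 to 17129756 at 48 h (median 16415840). These libraries were fitted together with those of glp-1(e2141). hsf-1 mRNA was at 52.7 ± 6.95 CPM with auxin and 62.2 ± 8.90 CPM in the mock at 24 h (SD, n = 3 each; limma adjusted p = 1.00). At 24 h, 39 genes were called, 21 higher and 18 lower, with 938 genes at an unadjusted p under 0.05. The balance of higher and lower genes depended on the processing. With the libraries of this comparison alone in the fit, 406 genes were higher and 61 lower. With each library centred on its median, 19 were higher and 23 lower. The replicate numbers paired these libraries, and 56 genes were called with the replicate as a block. The fit of this comparison alone with the replicate block, an alternative chosen after seeing the data, moved the count most, to 1707 genes. Of the 28 genes of Figure 3C, 27 had a negative log2 fold change after 24 h and 8 were called, or 10 with the block. Adjusted over the list alone 18 passed, and with one library left out at a time between 4 and 7 were called. Their median log2 fold change was -0.50. hsp-90 fell from 2928 ± 294 CPM to 1230 ± 190 CPM (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.16, limma adjusted p = 6.4e-05). hsc-70 fell from 2434 ± 299 to 1082 ± 136 CPM (SD, n = 3 each), a log2 fold change of -1.17 (standard error 0.13, limma adjusted p = 1.6e-05). Y94H6A.10 fell from 122 ± 19.7 to 45.6 ± 8.55 CPM (SD, n = 3 each; limma adjusted p = 3.3e-05). Among the stress-inducible genes, hsp-16.48 was called (log2 fold change -1.57, limma adjusted p = 0.048), while hsp-16.2 (log2 fold change -2.03, limma adjusted p = 0.179) and F44E5.5 (log2 fold change -0.31, limma adjusted p = 1.00) were not. The nonchaperone genes other than Y94H6A.10 were not called, and egg-5 stayed at 16.08 ± 3.87 against 16.05 ± 3.42 CPM (SD, n = 3 each).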

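The change of the HSF-1 depletion effect between glp-1(e2141) and fem-3(q20) at 24 h was tested as an interaction in limma. It passed the threshold for 5 of 14269 genes, with 1245 at an unadjusted p under 0.05. Of the genes of Figure 3C, 26 of 28 had the more negative log2 fold change in glp-1(e2141), with dnj-13 and F19B2.5 as the exceptions. The median difference was -0.59, and as a set the 28 genes differed with limma's camera (adjusted p = 3.5e-19) and fry (adjusted p = 9.5e-06). The study chose this list for a decrease in glp-1(e2141) libraries of the same table, which favours a more negative value there, so the count and both tests are not independent evidence. The 16 bound genes that the paper lists as lower in the wild-type background, chosen on other libraries, had a median difference of -0.45 (adjusted p of limma's camera = 8.3e-06, of limma's fry = 0.018). Of these, dnj-13, Y22D7AL.10, act-2, ubc-9 and simr-1 were less negative in glp-1(e2141), and all but dnj-13 of these 5 are outside Figure 3C (named after their values were seen). Single genes rarely did: hsp-16.48 and hsp-16.49 passed over all genes (differences of -2.61 and -2.65, limma adjusted p = 0.049 each), and 13 genes passed when adjusted over the list alone, which the study chose on libraries of this table. With one library left out at a time, the limma adjusted p of the differences reached 0.181 for hsp-16.48 and 0.150 for hsp-16.49. The replicate numbers paired the libraries of fem-3(q20) at 24 h but not those of glp-1(e2141). With the replicate as a block the limma adjusted p was 0.076 for both genes, so neither passed, and pud-3 alone was called. Over the alternatives other than library quality weights and the agent tag, the limma adjusted p ran from 0.0025 to 0.623 for hsp-16.48 and to 0.550 for hsp-16.49. The other 3 genes past the threshold were pud-3, pud-4 and jmjd-3.3, named after their values were seen. The number of genes moved most with library quality weights, to 36. In the mock at 24 h, 10 of the 28 genes were called higher in glp-1(e2141) and 17 higher in fem-3(q20), and mbf-1 was not called.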

Although there is a trend of a bigger difference in *glp-1(e2141)* compared to that in *fem-3(q20)* (Supplementary Figure S3I), not all HSF-1 direct targets are more highly expressed in *glp-1(e2141)* as one may expect if HSF-1 is hyperactivated by GSC-mediated longevity signal (Supplementary Figure S3J). 

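In mock-treated animals at 24 h, F44E5.5 mRNA was at 35.2 ± 8.40 CPM in glp-1(e2141) and 7.22 ± 1.55 CPM in fem-3(q20) (SD, n = 3 each), a log2 difference of 2.26 (standard error 0.29, limma adjusted p = 5.0e-08). Its near-identical copy F44E5.4, with which it shares reads, was at 33.0 ± 10.1 against 6.34 ± 1.28 CPM. hsp-16.2 was 2.82 higher on the log2 scale in glp-1(e2141) than in fem-3(q20), where it had 1.25 ± 0.723 CPM (SD, n = 3; standard error of the difference 0.58, limma adjusted p = 8.0e-05). For these genes every glp-1(e2141) library was above every fem-3(q20) library. All 8 chaperone genes of cluster 1 in Figure 3C were called higher in glp-1(e2141), with a median log2 difference of 2.38. Both strains were kept at 25°C.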

The mRNA of stress-inducible *hsp70* and *hsp-16.2* are at higher levels in *glp-1(e2141)* compared to *fem-3(q20)*, suggesting expression levels of these canonical HSR genes are not solely dictated by the growth temperature. 

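Between mock-treated glp-1(e2141) and fem-3(q20) at 24 h, 10417 of 14269 genes were called, so the scaling of the libraries matters for the direction of single genes. hsc-70 was lower in glp-1(e2141), with a log2 difference of -1.57 (standard error 0.13, limma adjusted p = 1.9e-11), and hsp-90 had a log2 difference of -1.67 (standard error 0.16, limma adjusted p = 2.6e-10). All 14 chaperone and co-chaperone genes of cluster 2 were called higher in fem-3(q20), with a median log2 difference of -1.52. The median over all genes tested was -0.36. Centring each library on its median raised every difference by 1.00, so that Y38E10A.22 (0.16) and cct-7 (0.15) became higher in glp-1(e2141), while hsp-90 and hsc-70 kept their direction.

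**Figure D2:**
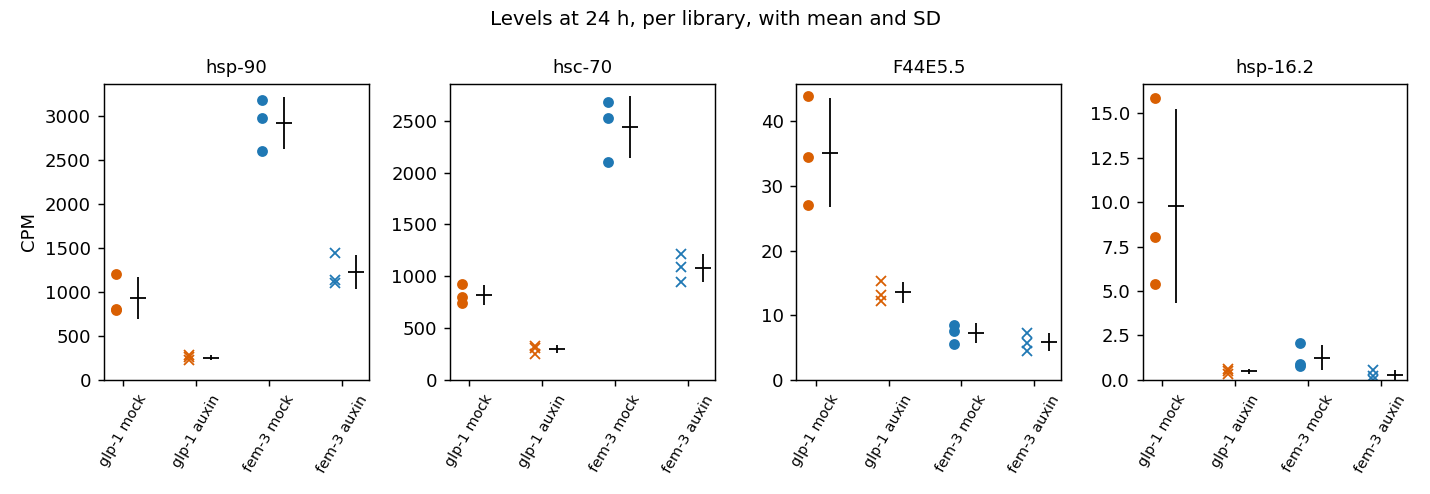
mRNA levels (CPM) of hsp-90, hsc-70, F44E5.5 and hsp-16.2 at 24 h in mock- and auxin-treated glp-1(e2141) and fem-3(q20), with one point per library and the mean and SD of 3 libraries. In the mock, hsp-90 and hsc-70 are higher in fem-3(q20), and F44E5.5 and hsp-16.2 are higher in glp-1(e2141).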

On the contrary, higher mRNA levels of constitutively expressed chaperones are observed in *fem-3(q20).* This expression pattern is likely linked to the different cell compositions in these two types of animals. Though *fem-3(q20)* is sterile at 25°C, it still has a germline that makes sperm. The smaller changes upon depletion of HSF-1 from the soma in *fem-3(q20)* could be well explained by the ‘masking effect’ from unchanged mRNAs in the germline. 

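The sperm of fem-3(q20) could be seen in the mock-treated animals: 79 genes of sperm gene classes had a median log2 difference of -9.35 between glp-1(e2141) and fem-3(q20) (adjusted p of limma's camera = 2.4e-22), and 15 oocyte and germline genes a median of -7.25. After 24 h of HSF-1 depletion, the 9 genes of cluster 1 in Figure 3C had a median log2 fold change of -1.57 in fem-3(q20), or -1.49 with the gene at the floor taken at its bound. The 16 genes of cluster 2 had a median of -0.44 there. Of the interaction tests by cluster, the 9 genes of cluster 1 differed by a median of -1.57, or -1.29 with the gene at the floor taken at its bound (adjusted p of limma's camera = 7.2e-12, adjusted p of limma's fry = 0.00012), and the 16 genes of cluster 2 by a median of -0.40 (adjusted p of limma's camera = 2.8e-10, adjusted p of limma's fry = 0.0051). The clusters come from the list chosen on glp-1(e2141) libraries, which favours this direction. For hsc-70 alone the difference of the effects between the strains was -0.30 and did not pass (standard error 0.19, limma adjusted p = 0.638). RNA came from whole animals, so the change in the soma of fem-3(q20) was not measured separately. From the germline that fem-3(q20) keeps, the paper proposes that germline mRNAs that do not change mask the change in the soma.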

Consistent with this idea, our recent paper shows that *hsc-70* and *hsp-90* mRNAs are enriched in the germline while HSR is more robust in the soma (Edwards et al., 2021), therefore *fem-3(q20)* with more germ cells shows higher levels of constitutive chaperones but lower levels of inducible chaperones in whole animal analyses. Collectively, the HSF-1 transcriptional program that we identified in the germline deficient *glp-1(e2141)* likely applies to somatic cells of animals with normal lifespan as seen in *fem-3(q20)*. Future studies are needed to determine whether HSF-1 activities are enhanced by longevity signals in the absence of external stress.

### Tissue Requirements for HSF-1 in Larval Development and Lifespan Assurance are Different

While most of the HSF-1-dependent, constitutively-expressed chaperones and co-chaperones have roles in all cell types, over-expression of HSF-1 in specific tissues (e.g., neural cells) is sufficient to extend lifespan (Morley and Morimoto, 2004; Douglas et al., 2015). To understand the tissue requirement for endogenous HSF-1 in lifespan, we have made transgenic models that express TIR1 E3 ligase specifically in one of the major somatic tissue types (neural system, intestine, muscle, and hypodermis) to enable tissue-specific depletion of HSF-1 by AID. All of our AID models successfully depleted HSF-1 from the nuclei in the target tissues within 2 h of auxin treatment (Supplementary Figures S4A–D). We also checked HSF-1:degron:GFP in the neighboring tissues and were able to confirm the specificity of AID except for our neural model, in which the nuclear HSF-1 seemed also depleted in intestinal cells near the head but not in the center or toward the tail (Supplementary Figure S4D). The same neural TIR1 transgene did not deplete degron:GFP (not fused with HSF-1) in intestinal cells near the head as it did for HSF-1:degron:GFP upon auxin treatment (Supplementary Figure S4E). This result implies depletion of HSF-1 from a subset of intestinal nuclei in our neural AID model is unlikely due to leaky expression of TIR1 but instead dependent on neural HSF-1. However, due to high levels of auto-florescence in the intestine, future studies with more sensitive and quantitative methods to measure HSF-1 protein levels and its localization, and using alternative neural AID models are needed to confirm the results.

We then tested the tissue requirements of HSF-1 for larval development. Loss of HSF-1 in any of these tissues since egg lay led to larval developmental arrest or delay (Figure 4A, Supplementary Figures S5A–C). HSF-1 depletion from hypodermis caused larval arrest at L3-L4, and the animals were associated with molting defects (Supplementary Figure S5D). Animals with HSF-1 depleted in the intestine, neural cells or muscle managed to develop into adults. Intestinal depletion of HSF-1 led to a huge larval delay, more than doubling the time needed for developing into adults (Supplementary Figure S5A). Loss of HSF-1 in neural cells and muscle had a relatively milder larval delay (Supplementary Figures S5B, C) but greatly reduced mobility eventually making the animals paralyzed at the young adult stage (Figure 4B, Supplementary Figure S5E). Depletion of HSF-1 in the muscle also led to egg-laying defects, resulting in 100% internal hatching (20/20 animals, Supplementary Figure S5F). It is noteworthy that none of the tissue-specific HSF-1 depletion phenocopied the L1-L2 arrest by pan-somatic depletion of HSF-1 (Edwards et al., 2021), suggesting that HSF-1 functions cooperatively in all the tissue types tested to support larval development.

**FIGURE 4:**
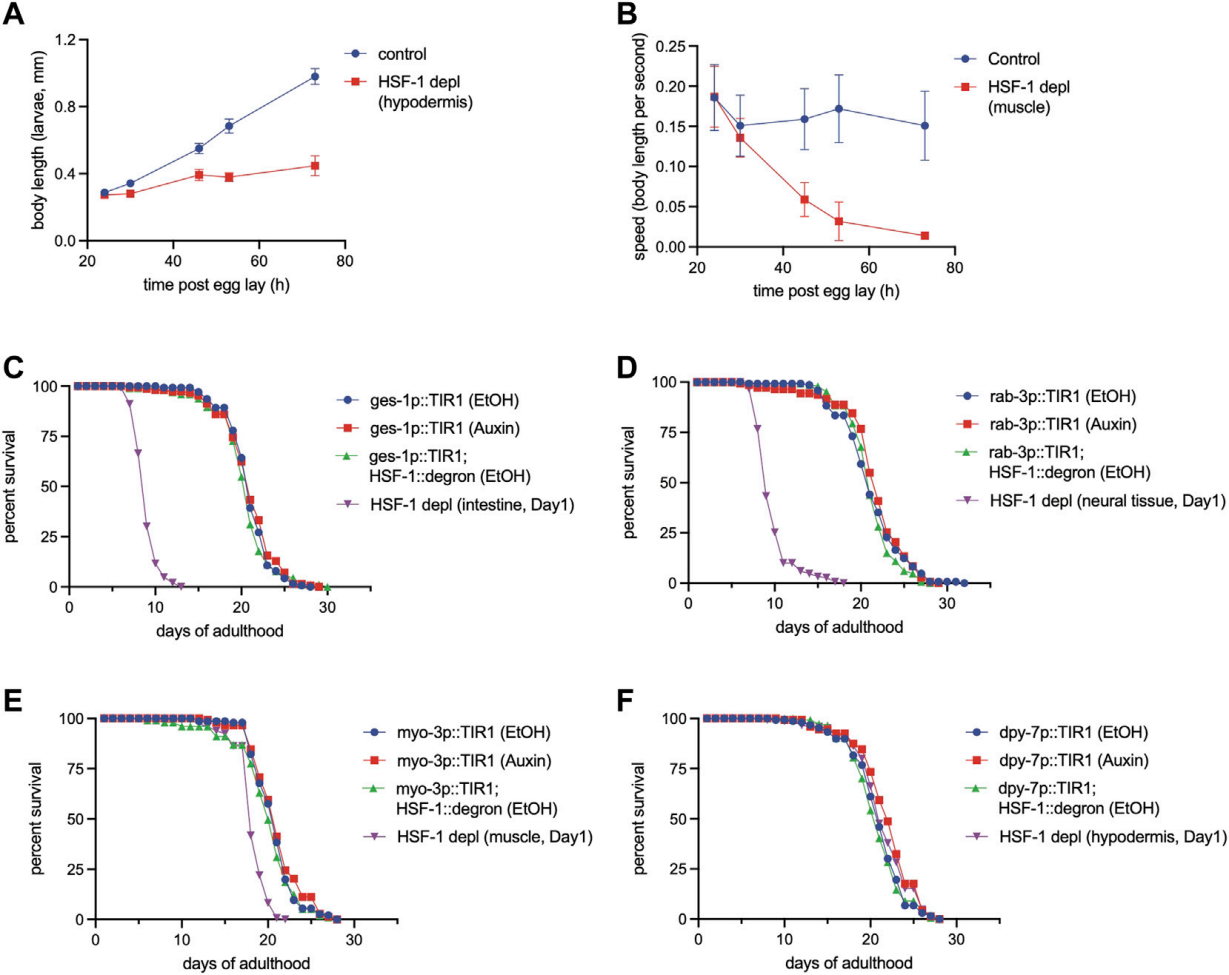
Different tissue requirements for HSF-1 in larval development and lifespan assurance. **(A)** Size tracking of developing larvae with continuous HSF-1 depletion in the hypodermis initiated at egg lay. Experiments were done in the wild-type background at 20°C. Data are represented as mean ± standard deviation (*n*>=12). *p* < 0.0001 (control vs. HSF-1 depletion, two-way ANOVA). **(B)** Mobility of developing larvae measured as body length per second with continuous HSF-1 depletion in the muscle initiated at egg lay. Experiments were done in the wild-type background at 20°C. Data are represented as mean ± standard deviation (*n*>=12). *p* < 0.0001 (control vs. HSF-1 depletion, two-way ANOVA). **(C–F)** Lifespan analysis at 25°C upon depletion of HSF-1 by AID in the intestine **(C)**, neural cells **(D)**, muscle **(E)**, and hypodermis **(F)** since Day 1 of adulthood. Experiments were done in the control strains (expressing TIR1 only) and HSF1 AID models (expressing TIR1 and having degron insertion at endogenous *hsf-1*) in the long-lived *glp-1(e2141)* background. Animals were fed with carbenicillin treated OP50 bacteria and were mock treated with ethanol (EtOH) or treated with auxin since Day 1 of adulthood.

We then performed lifespan analysis with tissue-specific depletion of HSF-1 on Day 1 of adulthood. We chose *glp-1(e2141)* as the model since pan-somatic depletion of HSF-1 in this background exhibited the biggest lifespan shortening effect, therefore, providing sufficient dynamic range to examine potentially smaller effects from HSF-1 depletion in a single tissue type. Depletion of HSF-1 in the intestine and neural cells both resulted in ∼55% lifespan shortening (Figure 4C, D, Table 3) which is only slightly smaller than that upon pan-somatic depletion (Figure 2C; Table 2). Depletion of HSF-1 from muscle led to a fairly small but still significant decrease (∼9%) in median lifespan (Figure 4E; Table 3). Despite the essentiality of HSF-1 in hypodermis during larval development, loss of HSF-1 from hypodermis post-larval development did not significantly alter lifespan (Figure 4F; Table 3). Collectively, our results indicate the different tissue requirements for HSF-1 in development and lifespan, suggesting that the roles of HSF-1 in these two processes are uncoupled.

**TABLE 3:** The lifespan data and statistical test upon tissue-specific HSF-1 depletion, related to Figure 4.

Targeted tissue (with Carbenicillin)	Strain, treatment	Median Lifespan (Days of adulthood)	S.E.	Observed/Total	% Lifespan change	*p*-value (Log rank)
Intestine, 25°C	JTL658 (glp-1; ges-1p::tir1), control	21	0.22	140/150		
	JTL658 (glp-1; ges-1p::tir1), 1mM auxin (Day 1)	20.96	0.27	147/155	−0.19	3.53E-01
	JTL700 (glp-1; ges-1p::tir1; hsf-1::degron), control	20.47	0.34	93/100		
	JTL700 (glp-1; ges-1p::tir1; hsf-1::degron), 1mM auxin (Day 1)	9.05	0.11	146/150	−55.79	<1e-8
Neural cells, 25°C	JTL659 (glp-1; rab-3p::tir1), control	21.24	0.3	145/150		
	JTL659 (glp-1; rab-3p::tir1), 1mM auxin (Day 1)	21.62	0.33	142/149	1.79	2.78E-01
	JTL701 (glp-1; rab-3p::tir1; hsf-1::degron), control	21.21	0.24	146/150		
	JTL701 (glp-1; rab-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	9.79	0.17	150/150	−53.84	<1e-8
Muscle, 25°C	JTL660 (glp-1; myo-3p::tir1), control	20.82	0.21	146/150		
	JTL660 (glp-1; myo-3p::tir1), 1mM auxin (Day 1)	21.14	0.23	143/150	1.54	2.20E-01
	JTL702 (glp-1; myo-3p::tir1; hsf-1::degron), control	19.99	0.36	97/100		
	JTL702 (glp-1; myo-3p::tir1; hsf-1::degron), 1mM auxin (Day 1)	18.22	0.16	145/150	−8.85	<1e-8
Hypodermis, 25°C	JTL661 (glp-1; dpy-7p::tir1), control	20.94	0.27	140/150		
	JTL661 (glp-1; dpy-7p::tir1), 1mM auxin (Day 1)	21.95	0.28	142/150	4.82	3.10E-03
	JTL703 (glp-1; dpy-7p::tir1; hsf-1::degron), control	20.84	0.25	144/150		
	JTL703 (glp-1; dpy-7p::tir1; hsf-1::degron), 1mM auxin (Day 1)	21.46	0.29	145/150	2.98	2.72E-02

## Discussion

HSF-1 is known as a prominent lifespan promoting factor in *C. elegans* and has been proposed to contribute to lifespan largely from its activities at the larval stages based on RNAi experiments (Volovik et al., 2012) and through its ability to activate the HSR to cope with proteotoxic stress and maintain proteostasis (Hsu et al., 2003; Morley and Morimoto, 2004; Hansen et al., 2005; Cohen et al., 2006; Shemesh et al., 2013; Labbadia and Morimoto, 2015). HSF-1 is also required for larval development through a transcriptional program different from the HSR (Li et al., 2016). Therefore, it is important to distinguish the role of HSF-1 in the maintenance of adult somatic cells, which are all postmitotic, with that in development, since defects in both processes could shorten lifespan.

In this study, we used the auxin-inducible degron (AID) system to enable rapid and efficient depletion of HSF-1 and determined the spatiotemporal requirement for HSF-1 in lifespan post-larval development. We found that HSF-1 is predominantly required during the early adulthood to support lifespan, which overlaps with the self-reproductive period in wild-type animals (Figure 1; Table 1). This temporal correlation is interesting, implicating that somatic maintenance by HSF-1 may be coupled with reproductive activities to ensure a favorable environment for internal embryonic development and successful egg-laying. Supporting this idea, we have observed egg retention and increased internal hatching upon HSF-1 depletion from pan-soma or specifically from the muscle. It is not clear though whether HSF-1 has lost most of its activities after the reproductive period or the molecular decline has reached a threshold then so that the protective mechanism by HSF-1 makes no consequence. The functional period of HSF-1 in lifespan is extended in long-lived animals with GSC arrest or reduced IIS (Figure 2; Table 2). Importantly, GSC-arrest mediated lifespan extension is completely dependent on HSF-1 activity in adulthood (Figure 2D). This result suggests the functional impacts of HSF-1 in larval development and longevity can be uncoupled temporally, and also implies that germline signals in adults may regulate HSF-1’s activities in the soma. Our RNA-seq analysis on long-lived *glp-1(2141)* and the control *fem-3(q20)* to compare HSF-1 activities is inconclusive due to the different cell compositions of these animals. Future work with tissue-specific transcription measurement is needed to test whether longevity signaling (e.g., GSC and IIS) hyperactivates HSF-1 in physiological condition (not upon stress) and/or sustains HSF-1 activities longer during aging. Consistent with the idea that functions of HSF-1 in development and longevity can be uncoupled, we found the tissue requirements for HSF-1 in larval development and lifespan are different (Figure 4). Loss of HSF-1 in the intestine or neural system showed >80% of lifespan shortening effects as the pan-somatic depletion of HSF-1. As neural cells and intestine are the endocrine centers in *C. elegans*, it is likely that functions of HSF-1 in neural cells and intestine impact neighboring tissues nonautonomously as well. One complication of our results is that despite using the classic *rab-3* promoter to express TIR1 in the neural system, auxin treatment depleted HSF-1 from a subset of intestinal nuclei as well. Given the very different phenotypes in larval development, we do not believe that neural depletion of HSF-1 in our AID models affected physiology solely through intestinal HSF-1. However, it calls for future studies to further confirm the specificity of our neural model, and understand the interaction of HSF-1 in the intestine and nervous system.

In this study, we also examined the transcriptional program of HSF-1 and its regulation in somatic tissues of young adults by RNA-seq and ChIP-seq analyses following HSF-1 depletion. With careful control experiments, we have determined the differentially expressed (DE) genes induced by auxin. This gene list (Supplementary Table S1) not only helped us identify transcriptomic changes specific to HSF-1 depletion but also provides a useful reference for any transcriptomic studies using AID. We have found that HSF-1 activates transcription at its associated promoters, and functions at the step of Pol II recruitment (Figures 3A, B). This is different from the HSR in *Drosophila* and mammalian cells, where HSF-1 functions at releasing promoter-proximally paused Pol II into productive elongation (Duarte et al., 2016; Mahat et al., 2016). It is also different from the HSR in *C. elegans,* in which HSF-1 promotes both Pol II recruitment and elongation as depletion of HSF-1 either decreases Pol II across the gene (e.g., inducible *hsp70s*) or causes Pol II accumulation at the promoters (e.g. *hsp-110*) during heat shock (Edwards et al., 2021). The different roles of HSF-1 in transcription regulation in physiology and the HSR may be due to the fact that Pol II pausing or stalling is not prevalent in physiological conditions in *C. elegans* as it lacks the pausing factor NELF (Kruesi et al., 2013; Maxwell et al., 2014).

Diverse mechanisms have been proposed for HSF-1’s roles in longevity (Baird et al., 2014; Kumsta et al., 2017; Higuchi-Sanabria et al., 2018; Egge et al., 2019; Williams et al., 2020; Sural et al., 2020), and the HSF-1 direct target genes that we identified in adult soma provide a molecular basis for understanding functions of endogenous HSF-1 in comparison to gain-of-function phenotypes or pleotropic effects. One example is that expression of the troponin protein PAT-10 is activated and responsible for longevity by HSF-1 overexpression (16). 

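pat-10 (WBGene00003934) lies on chromosome I from 5018783 to 5020358 in WBcel235 and encodes a troponin. In the wild-type background, JTL611 with auxin had 248 ± 74.8 CPM and CA1200 with auxin 305 ± 119 CPM at 24 h (SD, n = 3 each), a log2 fold change of -0.27 (standard error 0.38, limma adjusted p = 1.00). At 8 h the log2 fold change was 0.41 (limma adjusted p = 0.983). In glp-1(e2141), auxin against mock gave 0.39 at 8 h (limma adjusted p = 0.706), -0.31 at 24 h, with 535 ± 61.4 against 684 ± 240 CPM (SD, n = 3 each; limma adjusted p = 0.484), and -0.16 at 48 h (limma adjusted p = 0.864). In fem-3(q20) the log2 fold change was -0.16, -0.25 and -0.48 at 8, 24 and 48 h (limma adjusted p = 1.00, 1.00 and 0.323). No change of pat-10 passed the threshold in these 8 comparisons, and the standard errors of 0.18 to 0.38 limit the size of change that could be seen. The HSF-1 binding data were not used here.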

We did not find that HSF-1 binds to the *pat-10* promoter or depletion of HSF-1 alters its expression, implicating regulation of PAT-10 is likely unique to HSF-1 overexpression. HSF-1 directly activates a compact transcriptional program including classical stress-inducible chaperones, constitutively-expressed chaperones, and co-chaperones as well as a few nonchaperone genes (Figure 3C). We conclude that protein folding is the primary function of this HSF-1 transcriptional program because 1 > chaperone and co-chaperone genes take more than three quarters of this group (22 out of 28), 2 > their expressions change early upon HSF-1 depletion, and 3 > transcriptomic signature at a later time (48 h after HSF-1 depletion) suggests proteotoxic stress response as a consequence of losing folding capacity (Figures 3D, E). Despite the higher fold changes in expression of certain inducible chaperones upon HSF-1 depletion (Supplementary Figure S3G), the mRNA levels of constitutively-expressed chaperones are much higher (Supplementary Figure S3H). For example, the mRNA of *hsc-70* is ∼50 fold as the inducible hsp70, *F44E5.5* in the presence of HSF-1. Thus, despite some differences in biochemical property, it is reasonable to think the constitutively expressed HSC-70 may have a bigger contribution to the overall folding capacity than the inducible HSP70 in the absence of stress. It is important to note that this group of constitutively-expressed chaperones and co-chaperones (cluster #2 in Figure 3C) overlap largely with the evolutionarily conserved ‘core chaperome’ defined by a previous study (in all the 5 functional groups and 50% of individual proteins) (Brehme et al., 2014). 

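In mock-treated glp-1(e2141), where HSF-1 is present, the ratio of the mean CPM of hsc-70 to that of F44E5.5 was 35.9 at 8 h, 23.3 at 24 h and 21.6 at 48 h (n = 3 each). At 24 h the ratio was between 16.9 and 34.1 in the single libraries, from 19.6 to 28.0 with one library left out at a time, and 22.7 with a pseudocount of 1. As F44E5.5 shares reads with F44E5.4, the ratio of hsc-70 to the sum of both copies was 12.0. In mock-treated fem-3(q20) the ratio to F44E5.5 was 233 at 8 h, 337 at 24 h and 130 at 48 h. In mock-treated CA1200 and JTL611 of the wild-type background at 24 h it was 423 and 1141. Each of these values rests on a single library, in which F44E5.5 was far above its level in the others. At 8 h the ratio was 4106 in CA1200 and 6366 in JTL611. F44E5.5 was then at 1.07 ± 0.260 and 0.651 ± 0.206 CPM (SD, n = 3 each).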

Their expression decline was proposed to underlie human brain aging, and genetic perturbation of this ‘core chaperome’ led to the early onset of proteome imbalance and healthspan shortening in *C. elegans* (Brehme et al., 2014). Collectively, we propose that HSF-1’s role in lifespan assurance is primarily through activating the expression of a selective group of chaperone and co-chaperone genes and enhancing protein folding capacity.

HSF-1 also directly activates a few nonchaperone genes. Of those, MBF-1, W03F9.1/ZPR1, and F19B2.5/HLTF are proposed to have roles in transcription regulation and might be involved in the secondary transcriptional response to HSF-1 depletion. Future studies will examine whether they also affect animal lifespan, and understand the biological significance of their regulation by HSF-1.

## Materials and Methods

### Worm Strains and Maintenance

Unless stated, *C. elegans* strains were maintained at 20°C on NGM plates seeded with OP50 bacteria and were handled using standard techniques (Brenner, 1974). The temperature-sensitive *glp-1 (e2141) and fem-3(q20)* animals were maintained at 15°C and grown at 25°C (since L1) for experiments.

The HSF-1 AID models were made by CRISPR knock-in of aid:gfp to the C-terminus of endogenous *hsf-1* gene as detailed in our previous publication (Edwards et al., 2021). New tissue-specific TIR1 models were made by modification of CA1200 (*eft-3p:tir1:mRuby*) and swapping the *eft-3* promoter with tissue-specific promoters. We first removed the *eft-3* promoter through microinjection of two chemically modified synthetic sgRNA (Synthego) in CA1200, which are against the upstream and downstream regions of the *eft-3* promoter, along with Cas9 Nuclease (Integrated DNA Technologies, IDT) following the previously published protocol (Prior et al., 2017). The DNA sequences targeted by the sgRNAs are GCT​CTG​GTA​CCC​TCT​AGT​CA (upstream) and AGT​TAC​GGT​CCT​TGT​CGA​GT (downstream) respectively. The resulting promoter-less allele contains a short insertion (‘GGCATCCA’) between the two cutting sites. We then inserted the tissue-specific promoters by microinjection of an sgRNA against that short insertion in the promoter-less allele (corresponding DNA sequence: GGT​CCT​TGT​TGG​ATG​CCT​CA) with Cas9 Nuclease and PCR fragments of tissue-specific promoters as the repair templates. The *rab-3b* (1.2 kb), *dpy-7* (350 bp), and *myo-3* (2.5 kb) promoters were used for the expression of TIR1 in neural cells, hypodermis, and muscle. The published allele in CA1209 (*ges-1p:tir1:mRuby*) was used for intestinal expression of TIR1. All the transgenic models made by CRISPR were outcrossed 6 times before use.

### Auxin Treatment

Auxin treatment was performed by transferring worms to bacteria-seeded NGM plates containing 1 mM (if not specified) or 0.5 mM auxin (Auxin: indole-3-acetic acid, Sigma). The preparation of auxin stock solution (400 mM in ethanol) and auxin-containing NGM plates was performed as previously described (Zhang et al., 2015). In all experiments, worms were also transferred to NGM plates containing 0.25% or 0.125% of ethanol (EtOH) to serve as the mock-treated control for 1 and 0.5 mM auxin respectively.

### Measurements of Body Length, Mobility, and Brood Size

The HSF-1 AID animals and the corresponding control animals that only express TIR1 were age-synchronized by egg lay for 1 h on EtOH or Auxin plates. Larvae were grown for the indicated time (Figure 4 and Supplementary Figure S4) and crawling animals were recorded using a Leica M205 FA microscope. Videos were imported into ImageJ and analyzed for the size of animals (body length, mm) and mobility (body length per second, BLPS) using the wrMTrck plugin.

For brood size analyses (Supplementary Figure S1), animals were synchronized by egg lay and singled at L4/young adult stage onto plates containing ethanol (control) or auxin (HSF-1 depl) to lay eggs for 24 h. Worms were then transferred to new plates every day and eggs were allowed to hatch and grow to the L3 stage, at which point the number of progeny was counted.

### Lifespan Assays and Antibiotic Treatment of OP50

Age-synchronized worms were scored as dead and removed in the absence of touch response or pharyngeal pumping 6 days per week. For fertile animals, worms were transferred to fresh plates every day through the reproductive period to remove progeny. Bagged, desiccated, or missing animals were censored from analysis.

In a subset of lifespan experiments, carbenicillin treatment of OP50 was performed as previously described to prevent bacterial growth (Lenaerts et al., 2008). Briefly, freshly grown *E. coli* OP50 cells were spun at 3000 × g for 20 min and resuspended in the same volume of M9 buffer supplemented with 0.5 mM of carbenicillin. The bacteria were then incubated in the shaker at 37°C for 3 h. The bacteria were concentrated by 5 fold (pelleting the cells, removing 80% M9 buffer, and resuspending) and seeded onto 10 cm NGM plates using 400 ul of concentrated bacteria per plate.

### Brightfield and Fluorescence Imaging

Imaging of live animals was done by immobilizing age-synchronized young adult animals in a drop of M9 buffer containing 6 mM levamisole on a 2% agarose pad. Fluorescent images (Supplementary Figure S2) were acquired immediately using a Zeiss LSM880 Confocal Microscope with a ×40 water objective. Zen software was used to obtain z-stacks and subsequent processing. Brightfield images (Supplementary Figure S4) were taken on a Zeiss axio observer inverted microscope with a ×20 air objective.

### RNA Extraction and RNA-Seq

The HSF-1 AID animals and the corresponding control animals that only express TIR1 were synchronized by treatment of alkaline hypochlorite solution (bleach). The experiments in JTL611, JTL621 (HSF-1 AID models), and CA1200, CA1199 (control) were done as described in our recent paper (Edwards et al., 2021). For the experiments using the set of HSF-1 AID strains in *glp-1 (e2141)* and *fem-3(q20)* backgrounds, synchronized L1 larvae were grown for 48 h at 25°C on 10 cm normal NGM plates (∼500 worms per plate) to develop into young adults. Approximately 120 young adult worms were picked onto 10 cm NGM plates containing either EtOH or auxin and kept for an indicated time before collection (8, 24, and 48 h). For each condition, RNA was extracted using a 300 μL Trizol reagent. Worms were vortexed continuously for 20 min at 4°C and then went through one cycle of freeze-thaw to help release RNA. Following this, RNA was purified using the Direct-zol RNA MiniPrep kit (Zymo Research) as per the manufacturer’s instructions using on column DNase I digestion to remove genomic DNA.

Total RNAs were polyA enriched, and directional RNA-seq libraries were prepared using the NEBNext Ultra II RNA library prep Kit. Paired-end sequencing was done at a NovaSeq 6,000 sequencer at OMRF clinical genomics core. The majority of samples were sequenced by 50 bp. A subset of samples that were sequenced with longer reads was trimmed to 50 bp to make all downstream mapping and analyses consistent.

### RNA-Seq and ChIP-Seq Data Analyses

RNA-seq analyses were conducted as previously described (Edwards et al., 2021). Briefly, RNA-seq reads were mapped to the Ensembl WBcel235 genome using RNA STAR (Dobin et al., 2013). The mapped reads were then subject to FeatureCounts in Rsubread (Liao et al., 2019) for quantification. Differential expression (DE) analyses were then done using edgeR (Robinson et al., 2010) with default settings except for using Likelihood Ratio Test and filtering out those lowly expressed genes with CPM (counts per million) value less than 1 in more than 75% samples. Gene ontology analysis (GO) of DE genes was conducted using the program DAVID (http://david.abcc.ncifcrf.gov/) with functional annotation clustering to collapse redundant GO terms. The enrichment score for each cluster was shown.

ChIP-seq reads mapping, peak calling, and generation of genomic occupancy files (bedgraph files) were detailed in our recent publication (Edwards et al., 2021). To assign HSF-1 ChIP-seq peaks to promoters, transcription start sites (TSSs) determined by GRO-cap (Kruesi et al., 2013) were used where available. To visualize and compare the ChIP-seq data in genome browser views, the bedgraph files were normalized to reads per million using MACS2 call peak -B –SPMR and visualized using Integrative Genomics Viewer (IGV) (Robinson et al., 2011) with WS235 genome. Quantification of genomic occupancy was done by mapping the center of ChIP fragments to a reference point (e.g. HSF-1 peak summits) using windowBed in bedtools (Quinlan and Hall, 2010) and Matrix in R. For quantitative comparison of Pol II occupancy between conditions, all Pol II ChIP-seq data was normalized to 8 million reads, corresponding to the lowest coverage after duplicate filtering among all conditions. Heatmaps were generated with the Java TreeView package (Saldanha, 2004).

### Immunofluorescence

Worms were prepared by freeze-cracking and fixed in 4% paraformaldehyde, as described (Charlie et al., 2006) with the following changes. JTL667 (*glp-1; eft-3p:tir1; hsf-1:degron*) were synchronized by bleach synchronization, and L1 larvae were grown on NGM plates containing ethanol at 25°C for 48 h. Young adult worms were rinsed off in M9 buffer and plated on either ethanol or auxin plates for 48 h before rinsing for freeze-cracking. A methanol incubation for 15 min at 4°C after fixation was added to eliminate the TIR1:RFP signal in the worms. The samples were co-stained with Anti-Ubiquitinylated proteins (clone FK2, mouse, Sigma Cat# 04-263) at 1:200 and anti-REC-8 (rabbit, Novus Cat# 49230002) at 1:100 at 15°C overnight. We then labeled FK2 with anti-mouse-Alexa 647 (Invitrogen Cat# A32728) and anti-REC-8 with goat anti-rabbit-Alexa 488 (Invitrogen Cat# A32731) by incubating for 2 h at room temperature.

## Statistical Analysis

Statistical significance was calculated by unpaired, two-tailed Student’s t test in Microsoft excel or two-way ANOVA comparison in GraphPad Prism. Lifespan statistics were calculated by Log-rank test using OASIS2 online lifespan analysis software (https://sbi.postech.ac.kr/oasis2/). RNA-seq and ChIP-seq analyses are described in Materials And Methods.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO - GSE162067.

## References

[B1] ArceD. P.TononC.ZanettiM. E.GodoyA. V.HiroseS.CasalongueC. A. (2006). The Potato Transcriptional Co-Activator StMBF1 Is Up-Regulated in Response to Oxidative Stress and Interacts with the TATA-Box Binding Protein. BMB Rep. 39 (4), 355–360. 10.5483/bmbrep.2006.39.4.355 16889677

[B2] BairdN. A.DouglasP. M.SimicM. S.GrantA. R.MorescoJ. J.WolffS. C. (2014). HSF-1-Mediated Cytoskeletal Integrity Determines Thermotolerance and Life Span. Science 346 (6207), 360–363. 10.1126/science.1253168 25324391PMC4403873

[B3] BalchW. E.MorimotoR. I.DillinA.KellyJ. W. (2008). Adapting Proteostasis for Disease Intervention. Science 319 (5865), 916–919. 10.1126/science.1141448 18276881

[B4] Ben-ZviA.MillerE. A.MorimotoR. I. (2009). Collapse of Proteostasis Represents an Early Molecular Event in *Caenorhabditis elegans* Aging. Proc. Natl. Acad. Sci. U.S.A. 106 (35), 14914–14919. 10.1073/pnas.0902882106 19706382PMC2736453

[B5] Birch-MachinI.GaoS.HuenD.McGirrR.WhiteR. A.RussellS. (2005). Genomic Analysis of Heat-Shock Factor Targets in Drosophila. Genome Biol. 6 (7), R63. 10.1186/gb-2005-6-7-r63 15998452PMC1175994

[B6] BrehmeM.VoisineC.RollandT.WachiS.SoperJ. H.ZhuY. (2014). A Chaperome Subnetwork Safeguards Proteostasis in Aging and Neurodegenerative Disease. Cell Rep. 9 (3), 1135–1150. 10.1016/j.celrep.2014.09.042 25437566PMC4255334

[B7] BrennerS. (1974). The Genetics of *Caenorhabditis elegans* . Genetics 77 (1), 71–94. 10.1093/genetics/77.1.71 4366476PMC1213120

[B8] CharlieN. K.SchadeM. A.ThomureA. M.MillerK. G. (2006). Presynaptic UNC-31 (CAPS) Is Required to Activate the Gαs Pathway of the *Caenorhabditis elegans* Synaptic Signaling Network. Genetics 172 (2), 943–961. 10.1534/genetics.105.049577 16272411PMC1456257

[B9] ClareD. K.SaibilH. R. (2013). ATP-Driven Molecular Chaperone Machines. Biopolymers 99 (11), 846–859. 10.1002/bip.22361 23877967PMC3814418

[B10] CohenE.BieschkeJ.PerciavalleR. M.KellyJ. W.DillinA. (2006). Opposing Activities Protect Against Age-Onset Proteotoxicity. Science 313 (5793), 1604–1610. 10.1126/science.1124646 16902091

[B11] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics 29 (1), 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B12] DouglasP. M.BairdN. A.SimicM. S.UhleinS.McCormickM. A.WolffS. C. (2015). Heterotypic Signals from Neural HSF-1 Separate Thermotolerance from Longevity. Cell Rep. 12 (7), 1196–1204. 10.1016/j.celrep.2015.07.026 26257177PMC4889220

[B13] DuarteF. M.FudaN. J.MahatD. B.CoreL. J.GuertinM. J.LisJ. T. (2016). Transcription Factors GAF and HSF Act at Distinct Regulatory Steps to Modulate Stress-Induced Gene Activation. Genes Dev. 30 (15), 1731–1746. 10.1101/gad.284430.116 27492368PMC5002978

[B14] EdwardsS. L.ErdenebatP.MorphisA. C.KumarL.WangL.ChameraT. (2021). Insulin/IGF-1 Signaling and Heat Stress Differentially Regulate HSF1 Activities in Germline Development. Cell Rep. 36 (9), 109623. 10.1016/j.celrep.2021.109623 34469721PMC8442575

[B15] EggeN.ArneaudS. L. B.WalesP.MihelakisM.McClendonJ.FonsecaR. S. (2019). Age-Onset Phosphorylation of a Minor Actin Variant Promotes Intestinal Barrier Dysfunction. Dev. Cell 51 (5), 587–601. 10.1016/j.devcel.2019.11.001 31794717PMC6897307

[B16] Gomez-PastorR.BurchfielE. T.NeefD. W.JaegerA. M.CabiscolE.McKinstryS. U. (2017). Abnormal Degradation of the Neuronal Stress-Protective Transcription Factor HSF1 in Huntington's Disease. Nat. Commun. 8, 14405. 10.1038/ncomms14405 28194040PMC5316841

[B17] Gomez-PastorR.BurchfielE. T.ThieleD. J. (2018). Regulation of Heat Shock Transcription Factors and Their Roles in Physiology and Disease. Nat. Rev. Mol. Cell Biol. 19 (1), 4–19. 10.1038/nrm.2017.73 28852220PMC5794010

[B18] HansenM.HsuA. L.DillinA.KenyonC. (2005). New Genes Tied to Endocrine, Metabolic, and Dietary Regulation of Lifespan from a *Caenorhabditis elegans* Genomic RNAi Screen. PLoS Genet. 1 (1), 119–128. 10.1371/journal.pgen.0010017 16103914PMC1183531

[B19] Higuchi-SanabriaR.PaulJ. W.3rdDurieuxJ.BenitezC.FrankinoP. A.TronnesS. U. (2018). Spatial Regulation of the Actin Cytoskeleton by HSF-1 During Aging. MBoC 29 (21), 2522–2527. 10.1091/mbc.e18-06-0362 30133343PMC6254583

[B20] HsinH.KenyonC. (1999). Signals from the Reproductive System Regulate the Lifespan of *C. elegans* . Nature 399 (6734), 362–366. 10.1038/20694 10360574

[B21] HsuA.-L.MurphyC. T.KenyonC. (2003). Regulation of Aging and Age-Related Disease by DAF-16 and Heat-Shock Factor. Science 300 (5622), 1142–1145. 10.1126/science.1083701 12750521

[B22] KannanA.JiangX.HeL.AhmadS.GangwaniL. (2020). ZPR1 Prevents R-Loop Accumulation, Upregulates SMN2 Expression and Rescues Spinal Muscular Atrophy. Brain 143 (1), 69–93. 10.1093/brain/awz373 31828288PMC6935747

[B23] KimE.WangB.SastryN.MasliahE.NelsonP. T.CaiH. (2016). NEDD4-Mediated HSF1 Degradation Underlies α-Synucleinopathy. Hum. Mol. Genet. 25 (2), 211–222. 10.1093/hmg/ddv445 26503960PMC4706110

[B24] KruesiW. S.CoreL. J.WatersC. T.LisJ. T.MeyerB. J. (2013). Condensin Controls Recruitment of RNA Polymerase II to Achieve Nematode X-Chromosome Dosage Compensation. Elife 2, e00808. 10.7554/eLife.00808 23795297PMC3687364

[B25] KumstaC.ChangJ. T.SchmalzJ.HansenM. (2017). Hormetic Heat Stress and HSF-1 Induce Autophagy to Improve Survival and Proteostasis in *C. elegans* . Nat. Commun. 8, 14337. 10.1038/ncomms14337 28198373PMC5316864

[B26] LabbadiaJ.MorimotoR. I. (2015). Repression of the Heat Shock Response Is a Programmed Event at the Onset of Reproduction. Mol. Cell 59 (4), 639–650. 10.1016/j.molcel.2015.06.027 26212459PMC4546525

[B27] LenaertsI.WalkerG. A.Van HoorebekeL.GemsD.VanfleterenJ. R. (2008). Dietary Restriction of *Caenorhabditis elegans* by Axenic Culture Reflects Nutritional Requirement for Constituents Provided by Metabolically Active Microbes. Journals Gerontology Ser. A Biol. Sci. Med. Sci. 63 (3), 242–252. 10.1093/gerona/63.3.242 PMC433322118375873

[B28] LiJ.ChauveL.PhelpsG.BrielmannR. M.MorimotoR. I. (2016). E2F Coregulates an Essential HSF Developmental Program that Is Distinct from the Heat-Shock Response. Genes Dev. 30 (18), 2062–2075. 10.1101/gad.283317.116 27688402PMC5066613

[B29] LiJ.LabbadiaJ.MorimotoR. I. (2017). Rethinking HSF1 in Stress, Development, and Organismal Health. Trends Cell Biol. 27 (12), 895–905. 10.1016/j.tcb.2017.08.002 28890254PMC5696061

[B30] LiaoY.SmythG. K.ShiW. (2019). The R Package Rsubread Is Easier, Faster, Cheaper and Better for Alignment and Quantification of RNA Sequencing Reads. Nucleic Acids Res. 47 (8), e47. 10.1093/nar/gkz114 30783653PMC6486549

[B31] LooseJ. A.GhaziA. (2021). Auxin Treatment Increases Lifespan in *Caenorhabditis elegans* . Biol. Open 10 (5). 10.1242/bio.058703 PMC818672734184729

[B32] López-OtínC.BlascoM. A.PartridgeL.SerranoM.KroemerG. (2013). The Hallmarks of Aging. Cell 153 (6), 1194–1217. 10.1016/j.cell.2013.05.039 23746838PMC3836174

[B33] MahatD. B.SalamancaH. H.DuarteF. M.DankoC. G.LisJ. T. (2016). Mammalian Heat Shock Response and Mechanisms Underlying its Genome-Wide Transcriptional Regulation. Mol. Cell 62 (1), 63–78. 10.1016/j.molcel.2016.02.025 27052732PMC4826300

[B34] MaxwellC. S.KruesiW. S.CoreL. J.KurhanewiczN.WatersC. T.LewarchC. L. (2014). Pol II Docking and Pausing at Growth and Stress Genes in *C. elegans* . Cell Rep. 6 (3), 455–466. 10.1016/j.celrep.2014.01.008 24485661PMC4026043

[B35] MerklingS. H.OverheulG. J.van MierloJ. T.ArendsD.GilissenC.van RijR. P. (2015). The Heat Shock Response Restricts Virus Infection in Drosophila. Sci. Rep. 5, 12758. 10.1038/srep12758 26234525PMC4522674

[B36] MorleyJ. F.MorimotoR. I. (2004). Regulation of Longevity in *Caenorhabditis elegans *by Heat Shock Factor and Molecular Chaperones. MBoC 15 (2), 657–664. 10.1091/mbc.e03-07-0532 14668486PMC329286

[B37] MortonE. A.LamitinaT. (2013). *Caenorhabditis* *elegans* HSF-1 Is an Essential Nuclear Protein that Forms Stress Granule-Like Structures Following Heat Shock. Aging Cell 12 (1), 112–120. 10.1111/acel.12024 23107491PMC3552056

[B38] NollenE. A. A.GarciaS. M.van HaaftenG.KimS.ChavezA.MorimotoR. I. (2004). Genome-Wide RNA Interference Screen Identifies Previously Undescribed Regulators of Polyglutamine Aggregation. Proc. Natl. Acad. Sci. U.S.A. 101 (17), 6403–6408. 10.1073/pnas.0307697101 15084750PMC404057

[B39] PierceA.PodlutskayaN.HalloranJ. J.HussongS. A.LinP.-Y.BurbankR. (2013). Over-Expression of Heat Shock Factor 1 Phenocopies the Effect of Chronic Inhibition of TOR by Rapamycin and Is Sufficient to Ameliorate Alzheimer's-Like Deficits in Mice Modeling the Disease. J. Neurochem. 124 (6), 880–893. 10.1111/jnc.12080 23121022PMC6762020

[B40] PierceA.WeiR.HaladeD.YooS.-E.RanQ.RichardsonA. (2010). A Novel Mouse Model of Enhanced Proteostasis: Full-Length Human Heat Shock Factor 1 Transgenic Mice. Biochem. Biophysical Res. Commun. 402 (1), 59–65. 10.1016/j.bbrc.2010.09.111 20920476

[B41] PincusD.AnandhakumarJ.ThiruP.GuertinM. J.ErkineA. M.GrossD. S. (2018). Genetic and Epigenetic Determinants Establish a Continuum of Hsf1 Occupancy and Activity across the Yeast Genome. MBoC 29 (26), 3168–3182. 10.1091/mbc.e18-06-0353 30332327PMC6340206

[B42] PriorH.JawadA. K.MacConnachieL.BegA. A. (2017). Highly Efficient, Rapid and Co-CRISPR-independent Genome Editing in *Caenorhabditis elegans* . G3 (Bethesda) 7 (11), 3693–3698. 10.1534/g3.117.300216 28893845PMC5677160

[B43] QuinlanA. R.HallI. M. (2010). BEDTools: A Flexible Suite of Utilities for Comparing Genomic Features. Bioinformatics 26 (6), 841–842. 10.1093/bioinformatics/btq033 20110278PMC2832824

[B44] RobinsonJ. T.ThorvaldsdóttirH.WincklerW.GuttmanM.LanderE. S.GetzG. (2011). Integrative Genomics Viewer. Nat. Biotechnol. 29 (1), 24–26. 10.1038/nbt.1754 21221095PMC3346182

[B45] RobinsonM. D.McCarthyD. J.SmythG. K. (2010). edgeR: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics 26 (1), 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B46] SaldanhaA. J. (2004). Java Treeview-Eextensible Visualization of Microarray Data. Bioinformatics 20 (17), 3246–3248. 10.1093/bioinformatics/bth349 15180930

[B47] ShemeshN.ShaiN.Ben-ZviA. (2013). Germline Stem Cell Arrest Inhibits the Collapse of Somatic Proteostasis Early in *Caenorhabditis elegans* adulthood. Aging Cell 12 (5), 814–822. 10.1111/acel.12110 23734734

[B48] SuralS.LiangC. Y.WangF. Y.ChingT. T.HsuA. L. (2020). HSB-1/HSF-1 Pathway Modulates Histone H4 in Mitochondria to Control mtDNA Transcription and Longevity. Sci. Adv. 6 (43). 10.1126/sciadv.aaz4452 PMC757772433087356

[B49] VihervaaraA.SistonenL. (2014). HSF1 at a Glance. J. Cell Sci. 127 (Pt 2), 261–266. 10.1242/jcs.132605 24421309

[B50] VolovikY.MamanM.DubnikovT.Bejerano-SagieM.JoyceD.KapernickE. A. (2012). Temporal Requirements of Heat Shock Factor-1 for Longevity Assurance. Aging Cell 11 (3), 491–499. 10.1111/j.1474-9726.2012.00811.x 22360389PMC4349560

[B51] WilliamsR.LaskovsM.WilliamsR. I.MahadevanA.LabbadiaJ. (2020). A Mitochondrial Stress-Specific Form of HSF1 Protects Against Age-Related Proteostasis Collapse. Dev. Cell 54 (6), 758–772. 10.1016/j.devcel.2020.06.038 32735771

[B52] ZhangL.WardJ. D.ChengZ.DernburgA. F. (2015). The Auxin-Inducible Degradation (AID) System Enables Versatile Conditional Protein Depletion in *C. elegans* . Development 142 (24), 4374–4384. 10.1242/dev.129635 26552885PMC4689222

[B53] ZhaoY.GilliatA. F.ZiehmM.TurmaineM.WangH.EzcurraM. (2017). Two Forms of Death in Ageing *Caenorhabditis elegans* . Nat. Commun. 8, 15458. 10.1038/ncomms15458 28534519PMC5457527

# Supplementary material for: Auxin-Inducible Degron System Reveals Temporal-Spatial Roles of HSF-1 and Its Transcriptional Program in Lifespan Assurance
**Source:** Front Aging. 2022 Jul 11;3:899744. doi: 10.3389/fragi.2022.899744
**Supplement:** Supplementary file 6

**Supplemental Information for**

**Auxin-inducible degron system reveals temporal-spatial roles of HSF-1 and its transcriptional program in lifespan assurance**

**Allison C. Morphis<sup>1,2</sup>, Stacey L. Edwards<sup>1,2</sup>, Purevsuren Erdenebat<sup>1</sup>, Lalit Kumar<sup>1</sup>, and Jian Li<sup>1\*</sup>**

Oklahoma City, OK, USA

<sup>2</sup>These authors contribute equally.

**Figure S1. Fecundity measurement upon HSF-1 depletion as young adults.**

(A) Fecundity of HSF-1 AID worms during the self-reproductive period. Experiments were done with mock treatment (no HSF-1 depletion) in three biological replicates ( $n \geq 10$  in each replicate). Data are represented as mean  $\pm$  SEM ( $n \geq 10$ ).

(B) Fecundity of animals with HSF-1 depleted in the germline or in the soma at young adult stage. Animals were treated with auxin to induce HSF-1 depletion or mock treated with ethanol as the control. Data are represented as mean  $\pm$  standard deviation ( $n \geq 12$ ).

**Figure S2. Temporal requirement for HSF-1 in long-lived animals.**

(A&B) Representative live animal images of HSF-1 AID worms in the *glp-1(2141)* (A) and *fem-3(q20)* (B) background on Day 4. Animals were treated with auxin for 2 h to induce HSF-1 depletion in the soma or mock treated as the control. N: neuronal ring; I: intestinal nucleus; H: hypodermic nucleus; A: auto-fluorescence in puncta (not HSF-1::GFP).

(C) Lifespan analysis at 20°C upon pan-somatic depletion of HSF-1 by AID in the *daf-2 (e1370)* background. The control strain, JTL618 (*daf-2; eft-3p::tir1*) was mock treated with ethanol (EtOH) or treated with auxin since Day 1 of adulthood. The HSF-1 AID model, JTL641 (*daf-2; eft-3p::tir1; hsf-1::degron*) was mock treated with ethanol (EtOH) since Day 1 of adulthood or transferred from EtOH to auxin plates at indicated time to initiate HSF-1 depletion.

(D) Lifespan analysis at 20°C upon pan-somatic depletion of HSF-1 by AID in the *daf-2 (e1370)* background as in panel C except that animals were fed with carbenicillin treated OP50 bacteria and HSF-1 depletion was initiated at different time points.

**Figure S3. Transcriptional program of HSF-1 in the soma of young adults.**

(A&B) Histograms showing the number of differentially expressed (DE) genes caused by auxin treatment (A) or due to degron insertion to endogenous *hsf-1* (B).

(C) Heatmap of mRNA fold change upon auxin treatment in CA1200 (*eft-3p::tir1*) that expresses TIR1 in the soma and CA1199 (*sun-1p::tir1*) that expresses TIR1 in the germline (germ). Whole

animal RNA-seq analyses were done in three biological replicates in young adults treated with auxin for 2 h, 8 h and 24 h. The mRNA fold change (auxin/ethanol control) is shown. Differentially expressed genes (FDR: 0.05) at any time point were included and grouped by kmeans clustering (n=6).

(D) Scatter plot showing the two methods either by comparing the experimental strain JTL611 (*eft-3p::tir1; hsf-1::degron eft-3p::tir1; hsf-1::degron*) to control strain CA1200 (*eft-3p::tir1*) when both treated by auxin, or by comparing the JTL611 that is mock treated to auxin treated, resolved similar expression changes. DE genes at 24 h HSF-1 depletion were shown.

(E) Venn diagram showing the overlap of down-regulated genes upon HSF-1 depletion in the soma (24 h in JTL611) and genes with HSF-1 binding at the promoters in the soma (either specifically enriched in the soma or shared between the soma and the germline). P-value: Fisher's exact test.

(F) The gene network directly activated by HSF-1 in the somatic cells in the wild-type background. Genes included are those with HSF-1 binding peaks at the promoters and significantly decreased expression upon HSF-1 depletion from the soma for 8 h or 24 h on Day 1 of adulthood. The protein-protein interaction network was retrieved from STRING database and grouped by kmeans clustering (n=2). The node color represents the cluster which the gene belongs to. The color saturation of edges represents the confidence score of a functional interaction. Genes with names in black encode chaperones or co-chaperones, and genes with names in red are those with other functions.

(G&H) Representative images showing immunofluorescence of ubiquitinated proteins in the control group (G) or upon HSF-1 depletion (H) since Day 1 of adulthood from the soma in *glp-1(e2141)* for 48 h. Animals were stained by anti-REC-8 (enriched in nuclei) to control antibody accessibility.

(I&J) Histograms showing mRNA levels (from RNA-seq) of candidates of HSF-1 directly regulated genes in *fem-3(q20)* and *glp-1(e2141)* upon HSF-1 depletion for 24 h. The 'fold decrease' of

mRNA levels upon HSF-1 depletion  $\langle \log_2(\text{control/HSF-1 depletion}) \rangle$  (I) and the absolute mRNA levels in CPM (counts per million) (J) are shown.

**Figure S4. AID models for depletion of HSF-1 in specific somatic tissues**

(A-D) Representative live animal images of HSF-1 AID worms in the *glp-1(2141)* background on Day 1. Animals expressing TIR1 in the hypodermis (A), body wall muscle (B), intestine (C) or neural system (D) were treated with auxin for 2 h to induce HSF-1 depletion or mock treated as the control. For the AID models of the hypodermis, body wall muscle and intestine (A-C), only the head region is shown as the tissue-specificity of HSF-1 depletion is the same for the rest of body. For the AID model of the nervous system (D), auxin treatment seemed to impair HSF-1 levels in the first pairs of intestinal nuclei from the head as we had difficulty observing HSF-1::GFP signal in those nuclei, but not the nuclei from the center to the tail. To avoid the interference of auto-fluorescence in the intestine, maximal projection of only a subset of z-stack is shown, and therefore HSF-1::GFP is only visible from the nuclei that fall onto the focal planes. N: neuronal ring; I: intestinal nucleus; H: hypodermic nucleus; M: body wall muscle nucleus.

(E) Representative live animal images of worms with pan-somatic expression of *degron::GFP* and neural expression of TIR1. Animals were treated with auxin for 2 h to induce GFP depletion or mock treated as the control. N: neuronal ring; I: intestinal cell; A: auto-fluorescence in puncta (not *degron::GFP*).

**Figure S5. Different tissue requirements for HSF-1 in larval development and lifespan assurance**

(A-C) Size tracking of developing larvae with continuous HSF-1 depletion in the intestine (A), neurons (B) and muscle (C) initiated at egg lay. Experiments were done in the wild-type background at 20°C. Data are represented as mean  $\pm$  standard deviation ( $n \geq 12$ ).  $P < 0.0001$  (control vs. HSF-1 depletion, two-way ANOVA) for all three tissues.

(D) Representative image showing the molting defect of one worm that had HSF-1 depleted in the hypodermis since egg lay. The animal died during molting when the cuticle was separated from the head. Scale bar: 50 $\mu$ m.

(E) Mobility of developing larvae measured as body length per second with continuous HSF-1 depletion in the neurons initiated at egg lay. Experiments were done in the wild-type background at 20°C. Data are represented as mean  $\pm$  standard deviation ( $n \geq 12$ ).  $P < 0.0001$  (control vs. HSF-1 depletion, two-way ANOVA).

(F) Representative image showing internal hatching ('bagging') in a Day 2 adult that had HSF-1 depleted in the muscle since egg lay. Arrow head indicates a larva that was hatched inside the mother. Scale bar: 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

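The deposited tables hold log2 CPM values, which the authors made from gene counts. Per the paper's methods, reads were aligned with STAR to the Ensembl build WBcel235 and counted on genes with featureCounts, genes under 1 CPM in more than 75% of the samples were filtered out, and edgeR was used for normalization and testing. The 3 tables are one for the wild-type background at 8 h, one for it at 24 h, and one for both sterile strains at 8, 24 and 48 h. In each table a single lowest value is shared by the genes without reads, which is the log2 of the prior alone (0.114 CPM at 8 h, 0.110 CPM at 24 h and 0.124 CPM in the table of sterile strains). After the log and the prior were undone, every value was a whole multiple of a step that belongs to its library, so the reads behind each value could be recovered.

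The design, set before the data were examined, assumed normalized values on a linear scale with a pseudocount of 0.5. As the tables hold log2 CPM values with a prior, limma was run on the deposited log2 values, and the pseudocount of 0.5 was kept as an alternative. CPM values in the text have the log and the prior undone. The tests on counts that had been planned were not run, because the deposited unit is not counts.

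Samples were assigned to groups by their titles. For 41 of the 59 samples, title and agent tag agree. For 18 samples (all fem-3(q20) samples of replicates 2 and 3 and all glp-1(e2141) samples of replicate 3) the tag names the opposite treatment. The column names of the tables follow the titles. The other reading of the labels, and the libraries whose title and tag agree, were kept as alternatives.

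Genes with at least 1 CPM in at least 25% of the libraries of a table were tested: 10739 of 10763 at 8 h, 10245 of 10307 at 24 h and 14269 of 15364 in the table of sterile strains. The reference was WBcel235 in Ensembl release 115, which has the same build name as the paper's. Of the gene IDs, 10758 at 8 h, 10302 at 24 h and 15349 in the table of sterile strains were found in it, and 10449, 9989 and 14682 had a gene symbol. Coordinates come from this release and were not used for any test.

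All groups of a table entered one linear model with a mean per group (lmFit and eBayes with trend in limma 3.58.1, R 4.3.3; figures in Python 3.11.15). Tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested in each comparison. A gene was called at an adjusted p under 0.05 and a mean of at least 2 CPM over the libraries of the table, which 9067 genes reached at 8 h, 8812 at 24 h and 12347 in the table of sterile strains. Genes called in a control comparison were removed: the degron comparison at the same hour for the wild-type background, which removed 0 genes, and auxin in the control strain at 8 h or 24 h for the sterile strains, which removed 1 gene at 8 h, 1 at 24 h and 2 at 48 h in glp-1(e2141), and 1 gene at 48 h in fem-3(q20). Sets of genes were tested with camera (preset correlation 0.01) and fry in limma, adjusted over 195 tests.

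The reads on listed genes ran from 13100691 to 22230585 per library at 8 h, from 13398410 to 23867943 at 24 h and from 9131588 to 19964797 in the table of sterile strains. The floor is the CPM of 3 reads, a level at which a gene would still have 0 reads with a chance of about 0.05. Floors cover counting error only. Reads of a library made by PCR without molecular identifiers are not independent molecules. Where a group was at the floor, a fold is given as "at least" its bound.

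Pairing by replicate number was checked with the correlation of the libraries after removal of the group means, with a criterion of 0.1 in every pair. It was met in the wild-type background at 8 h and 24 h, in JTL611 between auxin and mock, in CA1200 between auxin and mock at 24 h, between the mock-treated strains at 24 h, and in fem-3(q20) at 24 h. The block on replicates was run for all comparisons as an alternative.

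The alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter on low values, only the groups compared, the replicate block, centring of each library on its median, library quality weights, the agent tag, the libraries with agreeing labels, no genes removed, no limit on mean expression, and each library left out in turn. Added after seeing the data were the pseudocount of 0.5, precision weights from the recovered reads (voom in limma), the groups compared with the replicate block, a mean of at least 2 CPM over the libraries compared, the removal of genes called for auxin with the replicate block, and log2 values without a prior for a pair of genes.

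Named genes were those of Figure 3C, the genes the paper names in the sentences concerned, hsf-1 first, and the 3 genes that rose and the 3 that fell most among calls without overlap of the groups. Which of these were printed was chosen after their values were seen. The fits were tested on simulated data in which 200 genes changed: with a 2-fold change 97% were called at 8 h, 85% at 24 h and 74.5% in the table of sterile strains, and with a 4-fold change 100%. With no change simulated, 0 genes were called. The simulated genes all had the same spread and independent libraries, while real genes differ in spread and replicate numbers pair some libraries. These shares therefore overstate what the fits call for genes with a wider spread. In the wild-type background at 24 h, Y94H6A.10 was not called at a log2 fold change of -2.68.

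HSF-1 binding, Gene Ontology annotation, lifespan and imaging data, and samples of other strains or times, were not analysed here. The list of auxin-induced genes of the supplement was not used here.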

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

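The tests on F44E5.4 and F44E5.5, on the number of sperm, on hsp-16.48 and hsp-16.49, on sperm genes in glp-1(e2141), on the agent tag and on masking by the germline were chosen only after the result was seen.

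The paper's text does not report HSF-1 depletion in fem-3(q20) at 8 h and 48 h. In these libraries 32 genes were called at 8 h, 3 higher and 29 lower, and 317 at 48 h, 127 higher and 190 lower. The majority of lower genes at 48 h depended on the processing. It was reversed with a pseudocount of 1 (315 higher, 216 lower), only the groups compared (1135 and 712) and precision weights (455 and 186), among others. It was kept with the replicate block (148 and 205), library quality weights (601 and 754) and each library left out in turn, among others. Of the 10 splits of the 6 libraries, 1 gave as many calls at 8 h, 1 at 24 h and 1 at 48 h, which is the grouping by treatment itself. With 3 libraries against 3, this share cannot go under 0.1. At 48 h the genes that rose most were jmjd-3.3 (log2 fold change 4.80, limma adjusted p = 7.8e-09), cyp-35A3 (4.65, limma adjusted p = 0.0054) and K08E3.2 (2.25). Of the 317 genes, 294 had the same direction in glp-1(e2141) at 48 h and 120 were also called there. Auxin itself was tested as an explanation: in the control strain at 24 h, the 256 of these genes that were measured had a median change of 0.0064 on the log2 scale in the direction of fem-3(q20), and 129 had the same direction. With auxin at 8 h, the 259 measured had a median of 0.0844 and 164 had the same direction. This leaves auxin open, because no control library was taken at 48 h or at 25°C. cyp-35A3 had a log2 fold change of 3.28 with auxin in the control strain at 24 h (limma adjusted p = 0.268), and it was called there with the replicate block (0.016), in libraries that the replicate numbers pair. Over the alternatives its limma adjusted p ran from 0.00014 to 1.00. Of the 317 genes, cyp-35A3, cyp-35C1 and cest-33 were called for auxin in the control strain at 24 h with the block, and 314 genes are left without them, so for these 3 genes auxin may be the cause. In glp-1(e2141) the same applies to gst-5, called at 8 h and 48 h, and to cyp-35C1, irg-4 and cest-33, called at 48 h, with 59 of 60 and 688 of 692 genes left. C29F7.2, called at 8, 24 and 48 h, was called for auxin at 8 h with the block, in libraries that the replicate numbers do not pair. A different number of sperm was tested as well: 0 of the 79 sperm genes were among the 317. As a set they had a median log2 fold change of 0.13 at 48 h, with 56 higher. This did not pass (adjusted p of limma's camera = 0.060, of limma's fry = 0.361). At 8 h and 24 h the medians were 0.22 and 0.20, which passed with limma's camera (adjusted p = 2.6e-05 and 0.0071). They did not pass with limma's fry (adjusted p = 0.086 and 0.161). A small shift shared by the sperm genes is therefore not excluded.

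F44E5.4 and F44E5.5 fell after 8 h and 24 h in glp-1(e2141) and had higher means after 48 h in both sterile strains. In glp-1(e2141) the effect at 48 h minus that at 24 h was 2.40 for F44E5.4 and 2.34 for F44E5.5 (limma adjusted p = 0.0066 and 0.0034). In fem-3(q20) at 48 h their log2 fold changes were 1.56 and 1.497 (limma adjusted p = 0.0049 and 0.0027). Reads moved between the near-identical copies would leave their sum unchanged, but the sum rose at least 2.10-fold in both strains. Scaling by a few abundant genes was tested by centring each library, which left a log2 fold change of at least 0.96. An exchange of the auxin and mock libraries of 48 h was tested with the other 26 genes of Figure 3C, of which at least 23 were lower with auxin in either strain. The cause was not tested further.

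The effect also differed between 48 h and 24 h in glp-1(e2141) for hsp-90 (0.98), dnj-13 (0.77), hsp-16.48 (2.43), hsp-16.49 (2.37) and egg-5 (3.29), with limma adjusted p of 0.036, 0.035, 0.015, 0.015 and 0.048. For these genes the decrease was smaller at 48 h, except for egg-5, which was near the floor and had a higher mean at 48 h. In all, 189 genes differed between the times, 114 with a higher and 75 with a lower effect at 48 h. The group with auxin at 48 h has 2 libraries.

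The HSF-1 depletion effect at 24 h differed between glp-1(e2141) and fem-3(q20) for 5 genes, and 10 of 100 exchanges of libraries within the strains gave as many, so this number may be due to chance. For hsp-16.48 and hsp-16.49, compression by the prior was tested by leaving out the prior altogether, as each library had at least 16 reads of either gene. The less negative difference was then -2.66 (standard error 0.402), so the prior does not explain it. With a pseudocount of 0.1, which is close to the prior of the table, the limma adjusted p was 0.064 for hsp-16.48 and 0.046 for hsp-16.49, and over the alternatives other than library quality weights and the agent tag it ran from 0.0025 to 0.623 and 0.550. Without replicate 1 of the glp-1(e2141) mock at 24 h the less negative difference was -2.25, with limma adjusted p of 0.174 and 0.131 for the genes. The sign therefore does not depend on that library, but the call does.

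The paper's explanation by masking was tested on the 28 genes of Figure 3C. If unchanged germline mRNA hides the change, genes with higher levels in mock-treated fem-3(q20) might lose more of their effect there. The median loss was 1.04 on the log2 scale for the 11 genes higher in glp-1(e2141) and 0.41 for the 17 genes higher in fem-3(q20), the opposite order (permutation p of the rank correlation 0.0047). This loss is limited by the size of the effect in glp-1(e2141), which had a median of -2.63 in cluster 1 and -0.82 in cluster 2. Of cluster 1, 8 of 9 genes were higher in glp-1(e2141), and of cluster 2, 15 of 16 were higher in fem-3(q20). The order may therefore follow from effect size and does not decide on masking. The genes of this list are not independent and were chosen by the study on glp-1(e2141) libraries, which favours a smaller change in fem-3(q20), and the level of each gene in the soma of fem-3(q20) is not known, so masking could not be told from other explanations.

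Replicate 1 of the glp-1(e2141) mock at 24 h had 4340 genes with 0 reads. Lower depth was tested by thinning replicates 2 and 3 to its reads, which gave at most 1919 such genes, and thinning to its reads outside ribosomal RNA gave at most 2024. Neither explains the number.

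For the 18 samples with opposite labels, the title was tested against the agent tag with the genes of Figure 3C. In 9 of 9 pairs of libraries, their median was lower in the library titled auxin. The study chose these genes for a decrease in glp-1(e2141) libraries, so the glp-1(e2141) pairs are not independent evidence. In the fem-3(q20) pairs, outside that choice, the median difference ran from -0.50 to -0.38 on the log2 scale. Sperm genes were detected in glp-1(e2141) libraries at 0.36% to 0.59% of the level in fem-3(q20). RNA from fem-3(q20) was tested with the rank correlation of their levels with those in fem-3(q20). Its median over the 17 libraries was 0.228 and its highest value 0.332. The sperm gene with the highest level in fem-3(q20), ssq-4, had 4749 ± 646 CPM in its mock at 24 h. In the glp-1(e2141) mock at 24 h ssq-4 was at 0.222 ± 0.194 CPM (SD, n = 3 each). The largest sperm gene of these libraries had from 29.3 to 45.2 CPM. RNA from fem-3(q20) would keep the order of the genes, so these values argue against it as the main source. A small share is not excluded.

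Regrouping of the libraries was done for the other comparisons too. The number of splits of 10 with as many genes was 5 for HSF-1 depletion in the wild-type background at 8 h and 5 at 24 h, 4 for JTL611 with auxin against its mock, and 9 and 6 for the degron at 8 h and 24 h, each counted at an unadjusted p under 0.05. It was 1 for auxin in the control strain at 8 h and 1 at 24 h, 1 for glp-1(e2141) at 8 h, 3 at 24 h, and 1 for glp-1(e2141) against fem-3(q20) in the mock. At 24 h in the wild-type background, the split with the most genes (1857) placed replicates 1 and 2 of CA1200 with replicate 1 of JTL611. For glp-1(e2141) at 24 h, another split had 160 genes.

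Where the replicate numbers pair the libraries, splits that keep a pair together also carry the difference between replicates. Of the 4 splits that part every pair, the grouping by strain or treatment had the most genes at an unadjusted p under 0.05 for HSF-1 depletion in the wild-type background at 24 h (324, against at most 292), for JTL611 with auxin against its mock (472, against at most 219) and for the degron at 24 h (78, against at most 28). For HSF-1 depletion in the wild-type background at 8 h, where the numbers also pair the libraries, another of the 4 splits had more genes (266, against 259). With 4 splits, the share cannot go under 1 of 4, so these counts do not decide the question.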

How the results depend on the processing

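Precision weights from recovered reads, the pseudocount of 0.5, the groups compared with the replicate block and the mean over the libraries compared were chosen only after the data were seen, as were all settings for the agreement of both ways to measure HSF-1 depletion. The planned tests on counts were not run. Leaving out an auxin library of glp-1(e2141) at 48 h gave no value, as 1 library would remain. The libraries whose title and tag agree allowed a fit only for glp-1(e2141) at 8 h and 24 h.

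With the replicate block, 1 gene (ZK938.3) was called for HSF-1 depletion in the wild-type background at 8 h and 8 at 24 h. Auxin in the control strain gave 10 genes at 8 h and 9 at 24 h, and the degron gave 1 (ZK938.3) and 4 (ZK938.3, Y102A5C.36, WBGene00014954 and WBGene00014955). The difference between the sterile strains gave 1 gene (pud-3).

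With library quality weights, HSF-1 depletion in the wild-type background gave 2658 genes at 8 h and 5231 at 24 h, and JTL611 with auxin against its mock gave 2607. Auxin gave 3366 genes at 8 h and 488 at 24 h, and the degron gave 2 at 24 h. In glp-1(e2141) at 24 h 210 genes were called. In fem-3(q20) the numbers were 81, 270 and 1355 at 8, 24 and 48 h, and the difference between the sterile strains gave 36. The weights ran from 0.148 to 48.5 within the table of the wild-type background at 24 h, so that few libraries carry these calls.

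With only the groups compared, auxin gave 0 genes at 8 h and 0 at 24 h. In glp-1(e2141) 5, 0 and 16 genes were called at 8, 24 and 48 h. In fem-3(q20) there were 467 at 24 h and 1847 at 48 h, and the difference gave 0. The setting lowered the counts of glp-1(e2141) and raised these of fem-3(q20), so the counts of the strains depend on the shared spread. Of the 28 genes of Figure 3C, 0 were called in glp-1(e2141) at 24 h.

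With only the groups compared and the replicate block, 96 genes were called in the wild-type background at 24 h, 7 for JTL611 with auxin against its mock, 9 for auxin at 8 h, 0 for auxin at 24 h and 36 for the degron at 24 h. In glp-1(e2141) the numbers were 0, 0 and 0 at 8, 24 and 48 h, with 0 of the genes of Figure 3C. In fem-3(q20) they were 255, 1707 and 1692, and the difference gave 0.

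With each library centred on its median, 1 gene was called in the wild-type background at 8 h and 1 for the degron at 8 h. In glp-1(e2141) at 24 h, 108 genes were called, 85 of them shared, and the share of higher genes went from 53.8% to 38.9%. In the mock of glp-1(e2141) against fem-3(q20) it went from 42.6% to 59.7%. glh-1 in the wild-type background at 24 h went to 0.0167, and hsp-110 in glp-1(e2141) at 24 h passed with -0.50.

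With a pseudocount of 1, the degron at 8 h gave 1 gene, fem-3(q20) gave 235 at 24 h and 531 at 48 h, and the difference gave 13. F44E5.4 and F44E5.5 in glp-1(e2141) at 48 h passed, with 1.03 and 0.98. With a pseudocount of 0.5, fem-3(q20) at 24 h gave 132. With a pseudocount of 0.1, cct-3 in fem-3(q20) at 24 h (-0.51) did not pass. With the replicate block, Y94H6A.10 in the wild-type background at 24 h (-2.68) passed.

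With precision weights from recovered reads, 1 gene was called in the wild-type background at 8 h, 0 for auxin at 8 h, 0 for auxin at 24 h and 1 for the degron at 8 h. fem-3(q20) gave 429 genes at 24 h and 641 at 48 h. Without a limit on mean expression, auxin at 8 h gave 2 genes. Without a filter on low values, the difference gave 0.

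With the agent tag in place of the title, glp-1(e2141) gave 4, 7 and 21 genes and fem-3(q20) 1, 0 and 0 at 8, 24 and 48 h, and the difference gave 0. None of these genes was shared with the calls by title. The libraries whose title and tag agree gave 5 genes at 8 h and 5 at 24 h in glp-1(e2141).

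With one library left out at a time, HSF-1 depletion in the wild-type background gave from 0 to 1 genes at 8 h and from 0 to 2 at 24 h, JTL611 with auxin against its mock from 0 to 1, auxin from 0 to 1 at 8 h and 0 at 24 h, and the degron from 0 to 1 at 8 h and 0 at 24 h. glp-1(e2141) gave from 44 to 132 at 8 h (132 without auxin replicate 3), from 52 to 988 at 24 h (52 without mock replicate 1, 988 without mock replicate 2, 971 without mock replicate 3) and from 475 to 644 at 48 h. fem-3(q20) gave from 14 to 29, from 13 to 28 and from 183 to 253. The mock of glp-1(e2141) against fem-3(q20) gave from 9988 to 10594, and the difference from 0 to 27 (27 without glp-1(e2141) mock replicate 2). Without JTL611 auxin replicate 3, the correlation of both ways to measure HSF-1 depletion was 0.745, and without replicate 1 or 2 it was 0.604 or 0.617. With 2 shared libraries, simulated data without change gave from 0.567 to 0.627.

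With one replicate number left out of all groups at a time, from 96 to 105 tests of sets passed with camera. With all libraries, 68 passed with fry.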

Differences from the paper's values

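The settings named here as added were chosen only after the values were seen, and the comparison with the genes of the supplement was made after the calls.

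In the wild-type background at 24 h, the paper reports 80 differentially expressed genes, 50 lower and 34 higher, and its supplement lists 50 lower and 30 higher. Here 0 genes were called, 0 lower and 0 higher. Of the alternatives set before the data were examined, the replicate block gave 8 genes and library quality weights 5231, and none came near 80. Only the groups compared with the replicate block, a setting added after seeing the values, came near, with 96 genes, 51 lower and 45 higher. The numbers 34 and 30 differ within the paper. All 80 genes of the supplement had the same direction here, and their log2 fold changes correlated at 0.996. The direction and size of the changes were therefore the same and the number that passed was not. At 8 h the supplement lists 13 lower and 8 higher genes, against 0 and 0 here, and no alternative closed the gap, although all 21 had the same direction and an unadjusted p under 0.05.

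Of the genes bound by HSF-1, the paper reports 16 lower and 1 higher at 24 h, against 0 and 0 here. Library quality weights, set before the data were examined, gave 16 and 1, in a fit that called 5231 genes. The groups compared with the replicate block, added after, gave 9 lower and 1 higher.

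In glp-1(e2141) at 24 h, the paper reports about 400 genes and its supplement 187 lower and 216 higher, against 93, 43 and 50 here. No setting came near the total, as leaving out mock replicate 2 or 3 gave 988 and 971. For the lower genes, leaving out a mock library gave 166 (without replicate 2) and 186 (without replicate 3). At 48 h the paper reports more than 1200 genes and its supplement 545 lower and 736 higher, against 692, 277 and 415 here. Precision weights from recovered reads, added after seeing the values, gave 837 genes and 529 higher, and no alternative set before the data were examined came near. At 8 h the supplement lists 107 lower and 169 higher genes, against 32 and 28 here, which no alternative closed. All 276, 403 and 1281 listed genes at 8, 24 and 48 h had the same direction here, and 239, 352 and 1182 had an unadjusted p under 0.05. Of the listed genes, 165, 156 and 304 had a mean under 1 CPM in the libraries of this strain. The planned count tests were not run, so the part of the authors' test in these gaps was not tested.

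For hsp-16.41, the supplement gives a log2 fold change of -5.65 at 24 h, against -4.69 here. Precision weights from recovered reads, added after, gave -5.84, and leaving out auxin replicate 2 gave -5.03. At 48 h it gives -6.91, against -6.23 here, with -6.44 at a pseudocount of 0.1, -6.45 without mock replicate 1, -6.25 without mock replicate 2 or with each library centred, -6.09 with library quality weights, -6.25 with the groups compared and the replicate block, and -7.34 with precision weights. For egg-5 at 48 h it gives 2.45, against 1.72 here, with 1.87 at a pseudocount of 0.1, 2.16 without mock replicate 1 and 2.65 with precision weights. Both genes were near the floor in one group.

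The paper gives hsc-70 a level about 50-fold over F44E5.5. The sentence with this ratio names no time, and the supplementary histograms of levels in CPM are of 24 h. In mock-treated glp-1(e2141) the ratio here was 23.3 at 24 h, with at most 28.0 when one library was left out, and 21.6 at 48 h, with at most 21.9. At 8 h, a time added after seeing the values, it was 35.9, with up to 42.0 when one library was left out, which is nearer to the paper's value but is not the time of the histograms.

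The paper states that genes of the ubiquitin-proteasome system rose at 48 h in glp-1(e2141). It draws on Gene Ontology terms among its higher genes and on staining of ubiquitylated proteins. Here the proteasome subunits rose as a set in glp-1(e2141), and the ubiquitin genes, only the uba-, ubc-, ubl-, ubq- and ufd- genes, did not pass. These sets and tests are unlike the paper's, so the miss does not contradict it. In fem-3(q20), for which the paper makes no such statement, the proteasome subunits did not pass at 48 h.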

Other observations

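None of these observations were planned as tests of a conclusion, and the genes named in them were chosen only after the result was seen.

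Yolk protein genes had lower means after HSF-1 depletion in glp-1(e2141) at 48 h, with a median log2 fold change of -0.43 (adjusted p of limma's camera = 0.0137, of fry = 0.203). Cuticle genes had a median of -0.20 at 48 h (adjusted p of limma's camera = 8.0e-05, of fry = 0.064), with 10 genes called lower and 2 higher. Neither set passed with fry.

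Sperm genes did not change as a set in glp-1(e2141) at 48 h (adjusted p of limma's camera = 0.891), nor did oocyte and germline genes (median -0.19, adjusted p of limma's camera = 0.601).

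In fem-3(q20), pals-11 was the gene that fell most at 24 h (log2 fold change -3.24, limma adjusted p = 0.0437), and at 48 h it was at least 33.5-fold lower. It also fell in glp-1(e2141) at 48 h. pals-29 (-3.74) and pals-5 (-2.87) followed at 48 h in fem-3(q20).

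In the mock of glp-1(e2141) against fem-3(q20), the gene with the most negative difference was the sperm gene ssq-4, at -13.96 on the log2 scale.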
